# Mercury-induced hepatotoxicity in zebrafish: *in vivo *mechanistic insights from transcriptome analysis, phenotype anchoring and targeted gene expression validation

**DOI:** 10.1186/1471-2164-11-212

**Published:** 2010-03-30

**Authors:** Choong Yong Ung, Siew Hong Lam, Mya Myintzu Hlaing, Cecilia Lanny Winata, Svetlana Korzh, Sinnakaruppan Mathavan, Zhiyuan Gong

## Abstract

**Background:**

Mercury is a prominent environmental contaminant that causes detrimental effects to human health. Although the liver has been known to be a main target organ, there is limited information on *in vivo *molecular mechanism of mercury-induced toxicity in the liver. By using transcriptome analysis, phenotypic anchoring and validation of targeted gene expression in zebrafish, mercury-induced hepatotoxicity was investigated and a number of perturbed cellular processes were identified and compared with those captured in the *in vitro *human cell line studies.

**Results:**

Hepato-transcriptome analysis of mercury-exposed zebrafish revealed that the earliest deregulated genes were associated with electron transport chain, mitochondrial fatty acid beta-oxidation, nuclear receptor signaling and apoptotic pathway, followed by complement system and proteasome pathway, and thereafter DNA damage, hypoxia, Wnt signaling, fatty acid synthesis, gluconeogenesis, cell cycle and motility. Comparative meta-analysis of microarray data between zebrafish liver and human HepG2 cells exposed to mercury identified some common toxicological effects of mercury-induced hepatotoxicity in both models. Histological analyses of liver from mercury-exposed fish revealed morphological changes of liver parenchyma, decreased nucleated cell count, increased lipid vesicles, glycogen and apoptotic bodies, thus providing phenotypic evidence for anchoring of the transcriptome analysis. Validation of targeted gene expression confirmed deregulated gene-pathways from enrichment analysis. Some of these genes responding to low concentrations of mercury may serve as toxicogenomic-based markers for detection and health risk assessment of environmental mercury contaminations.

**Conclusion:**

Mercury-induced hepatotoxicity was triggered by oxidative stresses, intrinsic apoptotic pathway, deregulation of nuclear receptor and kinase activities including Gsk3 that deregulates Wnt signaling pathway, gluconeogenesis, and adipogenesis, leading to mitochondrial dysfunction, endocrine disruption and metabolic disorders. This study provides important mechanistic insights into mercury-induced liver toxicity in a whole-animal physiology context, which will help in understanding the syndromes caused by mercury poisoning. The molecular conservation of mercury-induced hepatotoxicity between zebrafish and human cell line reveals the feasibility of using zebrafish to model molecular toxicity in human for toxicant risk assessments.

## Background

Mercury is a highly hazardous pollutant with an estimated global natural mercury emission of 1,800-5,800 tons per annum [1] and global anthropogenic mercury emission to the atmosphere was estimated to be 2,190 tons in 2000 [2]. Since mercury is ubiquitous in the environment, it is nearly impossible for most humans and animals to avoid exposure to some forms of mercury, be it elementary, organic or inorganic. Mercury, through biotransformation and bioaccumulation, has found its way through the food chain to humans. Anthropogenic activities and industrialization are also sources of mercury pollution that had resulted in several catastrophe of mercury poisoning in Japan [3], the Amazon basin [4] and Iraq [5], and recently many high-risk sites have been identified in Asia [1]. Moreover, mercury pollution and poisoning have imposed a huge economic cost on environmental remediation and public health [6,7].

All forms of mercury cause toxic effects in a number of tissues and organs depending on the chemical form of mercury as well as the level, duration and the route of exposure [8-11]. Exposure to mercury compounds typically occurs by inhalation or ingestion. Ingested mercury is absorbed in the gastrointestinal tract and it is distributed to all tissues in about 30 h while inhaled through mercury vapor accumulates in red blood cells and is carried to all tissues in the body in less than 24 h [11]. Mercury undergoes extensive biliary-hepatic cycling [12]. It is secreted into bile and partly reabsorbed into the portal circulation and thereby returned to the liver. The high mobility of mercury in the body is attributed to the formation of water-soluble mercury complexes that are mainly, if not exclusively, attached to the sulfur atom of thiol groups such as glutathione [11]. The glutathione moiety is degraded in the bile duct and gall bladder to a dipeptide and finally to an L-cysteine mercury complex before entering the circulatory system [12]. It is in the form of the L-cysteine complex that mercury enters the endothelial cells of the blood-brain and placental barriers. Mercury can gradually accumulate in the central nervous system and kidney, thus causing damage to these organs. Hence, there have been several molecular mechanistic studies on neurological [13] and renal [14] toxicities induced by mercury. However, despite of the fact that the extensive biliary-hepatic cycling of mercury [12] and of some evidence suggesting that liver plays a role in renal tubular uptake of mercury [14], little is known with regard to the mechanism of mercury-induced hepatotoxicity. Based on the role of liver in mercury biotransforming and cycling, as well as its central roles in the control and synthesis of critical blood constituents that affect whole body physiology, we hypothesized that mercury exposure can cause liver injury that may lead to other syndromes. In view of the prevalence of mercury exposure in humans, understanding of the mechanism of mercury-induced hepatotoxicity is therefore important for elucidating its impact on liver health.

The advent of omics technologies such as genomics and transcriptomics has enabled the simultaneous assessment of expression profiles of thousands of genes that respond to a toxic compound within a particular cell type, tissue, or an organism [15]. The zebrafish is an increasingly popular model not only for vertebrate development [16] but also for understanding human diseases [17] and toxicology [18]. Many physiological and molecular similarities in xenobiotic metabolism and adaptive response to toxicant insults have been found between zebrafish and mammals, making the zebrafish an ideal toxicology model in toxicology [19,20]. Although zebrafish has become popular as an *in vivo *system to model human diseases and toxicities, toxicogenomic researches using zebrafish seem not to have been extensively conducted. We and others have shown that zebrafish responded biologically to chemicals, such as small molecules, drugs and environmental toxicants, in a similar manner as mammals [21-24]. The availability of zebrafish in large numbers, its small size and easy husbandry makes zebrafish a cost-effective model when compared to the rodent model for toxicological studies. In addition, the amenability of the zebrafish system to various molecular techniques and the vast genomic resources, including the near-completed zebrafish genome project and available zebrafish microarrays, make it a highly versatile system for toxicogenomic studies. Moreover, fish have long been used as sentinels for biomonitoring of aquatic environmental pollutants and are good indicators of mercury pollution [19,20].

To our knowledge, there is no research report to elucidate the *in vivo *hepatotoxicity mechanism induced by mercury as well as its induced syndromes. Recent work by Gonzalez *et al *had indicated that the liver of the zebrafish is one of the main organs of mercury accumulation during the first 7 days of exposure to methylmercury [25]. In this study, we aimed to investigate the *in vivo *mechanism of mercury-induced hepatotoxicity using the zebrafish as a model and compared it with other published data. To date, most mechanistic studies of mercury-induced toxicity in human/mammals have been performed either *in vitro *or *in vivo *using non-liver tissue. However, mechanistic insight obtained from the *in vitro *systems can be quite different from those obtained from the *in vivo *environment because of the lack of coordination of biological processes in whole organism. As the liver is the main organ that performs detoxification processes as well as regulation of metabolic pathways, it is important to understand toxicity effects and malfunctions that may implicate metabolic disorders induced by some toxicants in liver *in vivo*.

Here, using the DNA microarray technology, we captured the kinetics of hepatic transcriptome changes in zebrafish upon mercury exposure in order to generate a global transcriptome view of mercury-induced hepatotoxicity. Using gene set enrichment analysis (GSEA) and knowledge-based data mining, we compared our findings with those reported in human liver cell line and/or in mammalian model. We performed phenotype anchoring by linking histological analyses to the transcriptome data and subsequently performed gene expression validation using real-time PCR on a separate set of samples from seperate mercury exposure experiments. Taken together, we proposed a plausible *in vivo *mechanistic model of mercury-induced hepatotoxicity that could lead to syndromes related to mitochondrial dysfunction, endocrine disruption and metabolic disorders.

## Results and discussion

### Characterization of mercury-induced hepatotoxicity responses in zebrafish from transcriptome analysis

Preliminary acute toxicity test was first performed to determine the appropriate concentrations of mercuric chloride (HgCl_2_) for DNA microarray experiments. Fishes were treated with different concentrations of HgCl_2 _ranging from 100 to 600 μg/L for 7 days. Acute toxicity and motility test for HgCl_2 _exposure treatment revealed that 600 μg/L HgCl_2 _caused all the fish to die within 2 days, while treatment at concentrations of 200 μg/L produced 90% of survival rate up to 7 days (See Additional file 1). All surviving fish treated with 200 μg/L displayed normal swimming behavior without obvious adverse effect. Therefore, 200 μg/L of HgCl_2 _was chosen for the subsequent DNA microarray experiments as the concentration was sufficient to induce acute toxicity with minimal mortality.

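For expression profiling, livers were taken after 8, 24, 48 and 96 h from control fish and from fish kept at 200 μg/L HgCl_2_, with 3 arrays for each of the 8 groups. Each array carried RNA of 4 fish pooled, labelled with Cy5, beside a common Cy3 reference that pooled RNA of male and female wild-type fish. No dye swap was made, and the sex of the fish in each pool is not given. The median Cy5 signal of an array lay between 253 and 902 for the 12 control arrays and between 316 and 789 for the 12 exposed arrays, over background medians of 72 to 114 and 54 to 183.5. On each of the 24 arrays, 76.4% to 98% of spots were above background in Cy5 and 68.9% to 96.5% in Cy3. Log ratios of arrays in the same group correlated with r between 0.292 and 0.713. After background correction and loess normalization of each array, 16340 probes were fitted with limma as 8 group means. Of these, 5916 carry 1 gene symbol, so many responding transcripts stay unnamed. Differences are exposed minus time-matched control on the log2 scale, ± the standard error of the fit, with Benjamini-Hochberg adjusted p values. The arrays were clustered on the reference channel and cut into 4 sets, a number fixed by choice. These held 8 and 4 control arrays and 4 and 8 exposed arrays. With each probe centred, pairs of arrays in one set correlated in that channel at a median r of 0.326 (-0.119 to 0.857). Pairs in different sets had a median of -0.171 (-0.417 to 0.119), so the ranges overlap. No set holds both treatments, so a difference between these sets of arrays and the effect of mercury cannot be told apart. The 8 and 96 h arrays of each treatment also lie in different sets. A change of the effect between these times thus cannot be told from a change of set.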

Bioaccumulation of HgCl_2 _was not determined in the present study. In a similar study recently published [26], 0.15 mg/L HgCl_2 _was used for exposure in another tropical freshwater fish, *Brycon amazonicus*, and 10.46 mg Hg per kg liver from treated fish was detected in fish liver at 96 h and thus a bioaccumulation factor of about 100 in the liver was estimated.

Based on the transcriptome data, genes that were significantly regulated by mercury were identified at different time points (8 h, 24 h, 48 h and 96 h) with p-value < 0.05 and mapped to human homologous genes (See Additional file 2). 

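Within 8 h of exposure to 200 μg/L HgCl_2_, the livers already held more mRNA of igfbp1a, a binding protein of insulin-like growth factors that stress induces (2.81 ± 0.48, adjusted p = 0.00746), and of gpt, an alanine aminotransferase (1.42 ± 0.25, adjusted p = 0.00783). Less was found of pdcd4a, an inhibitor of translation (-1.62 ± 0.28, adjusted p = 0.00783). By 24 h, igfbp1a stood at 3.68 ± 0.48, adjusted p = 0.000101, and selenop2, a selenoprotein of the P family, had risen too (2.5 ± 0.36, adjusted p = 0.000228), while the alcohol dehydrogenase adh8a (-3.75 ± 0.50, adjusted p = 0.000115) and chst6, a carbohydrate sulfotransferase (-2.10 ± 0.33, adjusted p = 0.000453), had fallen. At 48 h, ifi44a8 of an interferon-induced gene family rose (3.44 ± 0.40, adjusted p = 2.99e-05), and tmem266, which encodes a membrane protein, fell (-2.83 ± 0.30, adjusted p = 1.04e-05). At an adjusted p under 0.05 in limma, 102 probes were higher and 57 lower at 8 h, 1080 and 691 at 24 h, 864 and 550 at 48 h, and 1223 and 885 at 96 h. With the authors' value table the balance of directions turned, to 187 higher and 370 lower at 8 h and to 407 and 438 at 48 h. With the 6 arrays of a time alone, 0 probes were called at 8 h, 940 at 24 h and 900 at 48 h, and with the test of the paper's methods, adjusted in the same way, 1, 12, 2 and 706 at 8, 24, 48 and 96 h, so the 8 h calls of igfbp1a, gpt and pdcd4a rest on the fit over all arrays. At an unadjusted p under 0.05, the threshold of the paper, 2085, 4135, 3980 and 4592 of the 16340 probes passed, where chance gives 817. The 3 exposed arrays did not overlap with the 3 control arrays for 17.9%, 27.8%, 29.7% and 36.5% of probes (10% by chance). Single arrays move these totals: at 8 h, 159 probes became 87 without control 8 h replicate 2, 64 without control 8 h replicate 3, 20 without HgCl_2_ 8 h replicate 1 and 51 without HgCl_2_ 8 h replicate 2; at 24 h, 1771 became 1171 without control 24 h replicate 1, 987 without control 24 h replicate 2, 1058 without HgCl_2_ 24 h replicate 2 and 1013 without HgCl_2_ 24 h replicate 3; at 48 h, 1414 became 729 without control 48 h replicate 1, 660 without control 48 h replicate 2 and 603 without HgCl_2_ 48 h replicate 1; at 96 h, 2108 became 1073 without control 96 h replicate 2, 1373 without control 96 h replicate 3 and 1244 without HgCl_2_ 96 h replicate 3. The calls of igfbp1a, gpt and pdcd4a at 8 h were lost without HgCl_2_ replicate 1 (adjusted p = 0.0643, 0.0651 and 0.0715), and a second probe of gpt did not pass at 8 h (adjusted p = 0.157).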

Compared to 8 h time point, the number of genes significantly deregulated (both up- and down-regulated) at 24 h increased dramatically and a further increase was observed at 96 h time point. The increasing numbers of differentially expressed genes may serves as a rough indication that more biological processes were deregulated with the increase of duration of mercury exposure up to 96 h.

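Part of the early response was seen again later: of the 159 probes that changed at 8 h, 115 also changed at 24 h and 81 at 48 h, all in the same direction, and 83 at 96 h, of which 80 in the same direction, where 17.2, 13.8 and 20.5 would be shared by independent draws. Between 24 and 48 h, 765 probes were shared (153 by independent draws), between 48 and 96 h 815 (182), and between 24 and 96 h 728 (228), of which 722 in the same direction. At all 4 time points, 54 probes were higher and 13 lower. For some genes the difference between exposed and control livers grew with time. Exposed arrays of 8 h, however, lie in another set of the reference channel than those of 48 and 96 h. prph, which encodes the intermediate filament peripherin, gained 1.98 ± 0.32, adjusted p = 0.00935 between 8 and 48 h, and psme1, a subunit of the activator of the proteasome, gained 2.49 ± 0.41, adjusted p = 0.0124. Between 8 and 96 h, senp1, a protease that removes SUMO, gained 2.78 ± 0.40, adjusted p = 0.00109, and rnf180b, a ubiquitin ligase, lost ground (-2.07 ± 0.31, adjusted p = 0.00161). Tested as interactions in limma, the effect at 24 h differed from that at 8 h for 0 probes (1442 at an unadjusted p under 0.05, 817 by chance), at 48 h for 15 and at 96 h for 162, and the effects at 96 and 24 h differed for 17. Among the controls alone, 1 probe, without a gene symbol and singled out after its value was seen, differed between 24 and 8 h, 0 between 48 and 8 h (1027 unadjusted), and 35 between 96 and 8 h. Leaving out single arrays, a check added once the data were in hand, moved the interaction at 24 h to 1 without control 8 h replicate 1, 1 without control 8 h replicate 2, 3 without control 8 h replicate 3, 1 without HgCl_2_ 8 h replicate 3 and 61 without HgCl_2_ 24 h replicate 1; at 48 h to 108 without control 8 h replicate 3 and 8 without control 48 h replicate 1; at 96 h against 8 h to 93 without control 8 h replicate 1, 106 without control 8 h replicate 2, 269 without control 8 h replicate 3, 91 without control 96 h replicate 1, 75 without control 96 h replicate 2, 96 without control 96 h replicate 3, 88 without HgCl_2_ 8 h replicate 2, 102 without HgCl_2_ 8 h replicate 3 and 92 without HgCl_2_ 96 h replicate 3; and at 96 h against 24 h to 6 without control 24 h replicate 1, 7 without control 24 h replicate 3, 7 without control 96 h replicate 1, 6 without control 96 h replicate 2, 9 without control 96 h replicate 3, 8 without HgCl_2_ 24 h replicate 2, 27 without HgCl_2_ 24 h replicate 3 and 11 without HgCl_2_ 96 h replicate 3. The control counts became, in the same way, 3 without control 8 h replicate 2 and 34 without control 8 h replicate 3 at 24 h; 3 without control 8 h replicate 2, 10 without control 8 h replicate 3 and 1 without control 48 h replicate 2 at 48 h; and 8 without control 8 h replicate 1, 4 without control 8 h replicate 2, 5 without control 96 h replicate 1, 0 without control 96 h replicate 2 and 2 without control 96 h replicate 3 at 96 h.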

Gene set enrichment analyses (GSEA), which employs a statistical algorithm to compare the entire ranked list of genes through transcriptome profiles with defined knowledge-based gene sets obtained from established biological knowledge [27, see Methods], was used to determine biological pathways perturbed by HgCl_2_. Biological pathways that are statistically enriched (nominal p-value [NP] <0.1 or false discovery rate [FDR] <0.3) from whole transcriptome analyses at the four time points (8 h, 24 h, 48 h and 96 h) of HgCl_2 _treatment using GSEA are shown in Table 1. 

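Of 31 gene lists, those of endoplasmic reticulum stress and of the acute phase passed upward at each of the 4 time points. At 8 h, however, 1 of 19 and 1 of 11 members rose (7 and 1 adjusted over the list alone). The lists of complement, proteasome, antigen presentation and gluconeogenesis passed upward at 24, 48 and 96 h. With a correlation estimated from the arrays in place of the preset one, 0 of the 124 tests passed (lowest adjusted p = 0.051; 31 at an unadjusted p under 0.05). The list of the hypoxia-inducible factor pathway rose at 8 h (adjusted p = 0.0148, or adjusted p = 0.105 with an estimated correlation), and again at 24 h (adjusted p = 0.0135, or adjusted p = 0.105 with an estimated correlation) and 48 h (adjusted p = 0.0157, or adjusted p = 0.105 with an estimated correlation), with 24 h calls of hif1al (2.09 ± 0.33, adjusted p = 0.000416) and arnt2, a partner of hypoxia-inducible factors (1.02 ± 0.22, adjusted p = 0.00485). Downward passed the lists of ribosomal proteins, of vitellogenin and oestrogen-responsive genes, and of exocrine pancreas and red blood cell markers at 24, 48 and 96 h, and of nuclear receptors at 24 and 48 h. Upward passed the actin pathway at 48 and 96 h, heat shock proteins at 24 and 48 h, ovary markers at 24 h, and electron transport, cholesterol synthesis and leukocyte markers at 96 h. The lists of Wnt signaling at 48 h, where 1 of 43 members fell (1 adjusted over the list alone), and of intestine markers at 96 h passed downward. These calls come from camera in limma with a preset correlation of 0.01 between genes, adjusted over all 124 tests: 31 tests passed upward and 16 downward. Preranked enrichment after the paper's ranking called 31. Where the test of the paper's methods is named for a list, camera was run on the Student t statistics of that time. The paper did not test gene sets in this way. The 8 h call of the hypoxia list was lost without control replicate 3 (0.0667) or HgCl_2_ replicate 2 (0.0713). Other settings ended it too: at 8 h the authors' value table (0.222) or preranked enrichment (0.18), at 24 h the test of the paper's methods (0.11) or preranked enrichment (0.139), and at 48 h the test of the paper's methods (0.11) or preranked enrichment (0.0551). The pancreas call was ended at 24 h by all 12 controls pooled (0.101) or preranked enrichment (0.0747), and at 48 h by the test of the paper's methods (0.365) or preranked enrichment (0.298). The lists were written from textbook knowledge, and 441 of their genes are on the array. Additional file 4, which holds values of these arrays, had been read before the lists were written. Lists named after Table 1 also follow pathways found on these same arrays, so their direction is not independent evidence.

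**Figure D1:**
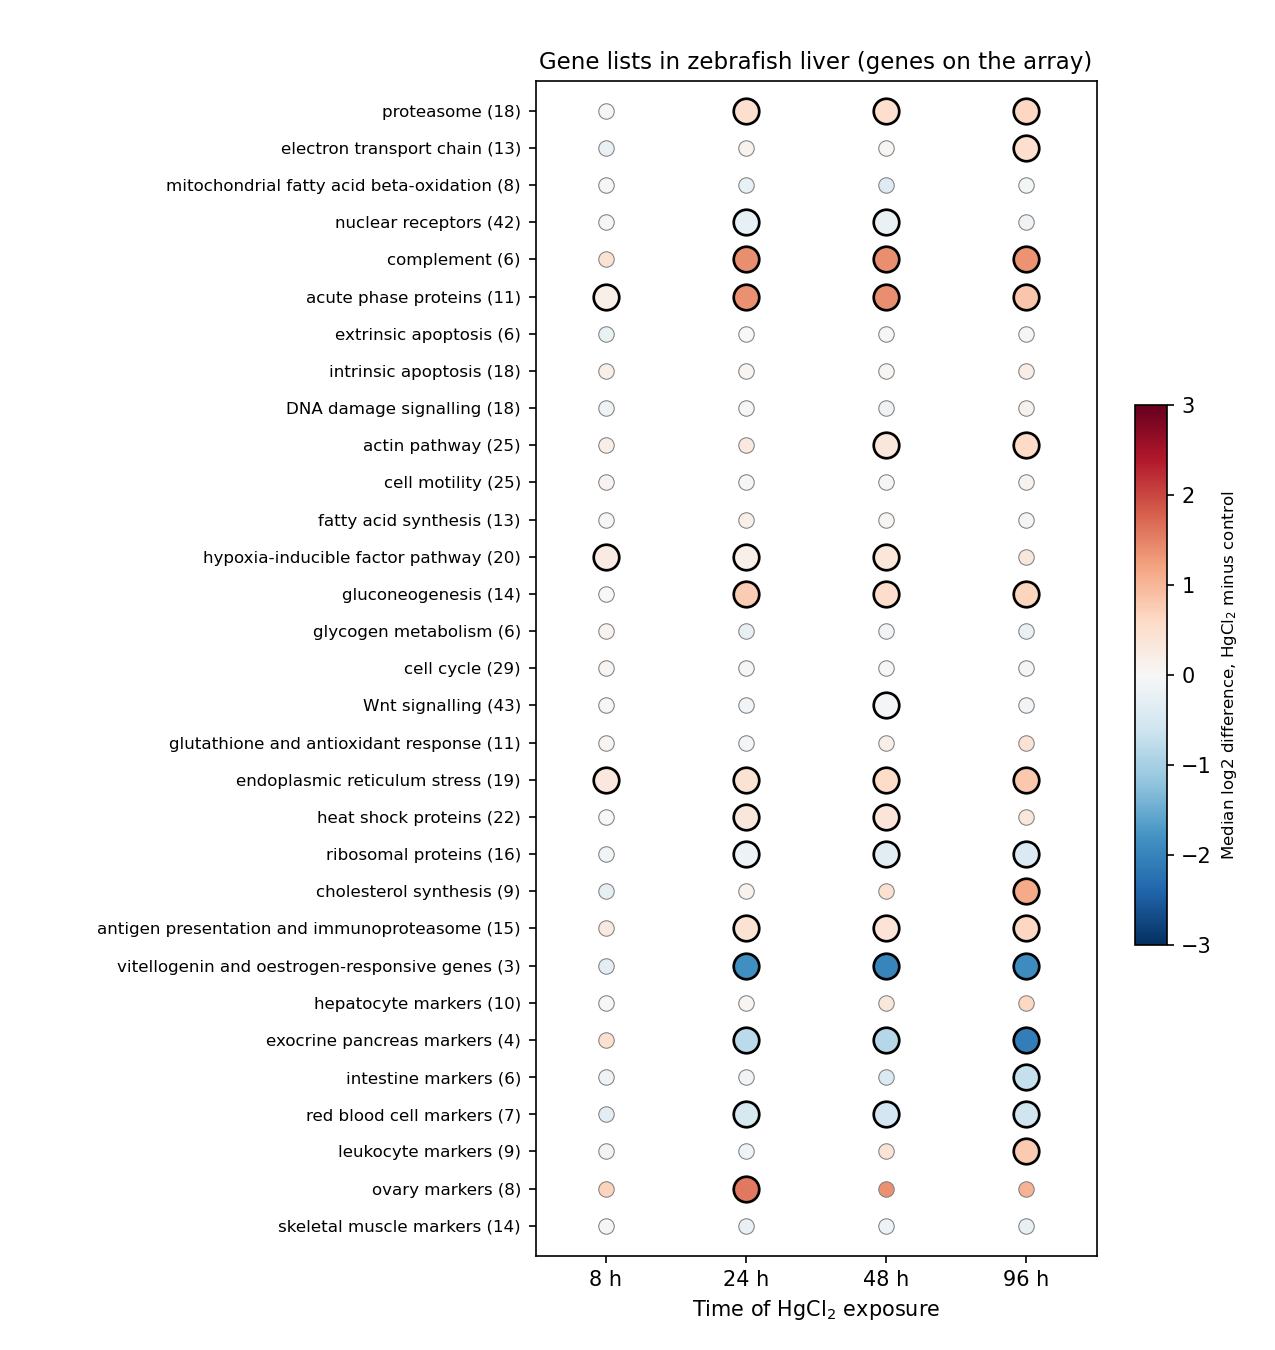
Median log2 difference (exposed minus time-matched control) of 31 gene lists at 4 time points, with the number of measured genes in brackets; large outlined dots mark a camera adjusted p under 0.05 with the preset correlation.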

The activities of the enriched pathways are indicated in normalized enrichment scores (NES) as described in the Methods section. Positive and negative NES values indicate up- and down-regulation of genes associated with pathways, respectively. In addition, we also explored canonical pathways that are enriched using the Ingenuity Pathway Analysis (IPA) System http://www.ingenuity.com/. We considered early (8 and 24 h) and late (48 and 96 h) stages in this analysis and the top 10 enriched canonical pathways were compared with results from GSEA (data not shown). Results from both GSEA and IPA suggest that pathways associated with protein degradation, stress, acute phase responses, mitochondrial dysfunction, and cell damage are enriched (data not shown).

**Table 1:** Gene Set Enrichment Analysis (GSEA) of liver transcriptome of HgCl_2_-treated zebrafish.

	Up-regulated	NES	Down-regulated	NES
				
				
**8 h**			Electron transport chain	-2.1201 (15)
			Mitochondrial fatty acid beta-oxidation	-1.4134 (10)
			Nuclear receptor signaling pathway	-1.484 (7)
			Extrinsic apoptotic pathway	-1.5717 (4)
				
**24 h**	Proteasome pathway	1.7531 (7)	Mitochondrial fatty acid beta-oxidation	-1.7489 (10)
	Complement activation (classical)	1.6751 (2)		
				
**48 h**	Proteasome pathway	2.0369 (8)	Mitochondrial fatty acid beta-oxidation	-1.5011 (6)
	Electron transport chain	1.6143 (15)	Nuclear receptor signaling pathway	-1.689 (8)
				
**96 h**	Proteasome pathway	1.9855 (5)	Non-substrate GSK3 interacting proteins	-1.533 (5)
	Complement activation (classical)	1.435 (2)	Cell cycle	-1.3784 (12)
	DNA damage signaling pathway	1.4009 (14)	Wnt signaling pathway	-1.337 (8)
	Actin pathway	1.7501 (3)		
	Fatty acid synthesis	1.5715 (4)		
	Intrinsic apoptotic pathway	1.401 (4)		
	Hypoxia-induced factor pathway	1.3243 (5)		
	Cell motility	1.2936 (5)		
	Gluconeogenesis	1.0784 (7)		
	Electron transport chain	1.6832 (18)		

Biological pathways that are statistically enriched with false discovery rate (FDR) < 0.3 or nominal p-value (NP) < 0.1 are shown. Values of normalized enrichment score (NES) indicate the activities of enriched pathways with positive and negative NES shows up- and down-regulation, respectively. Number of leading edge genes for each pathway is given in bracket besides the NES values.

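In livers taken 8 h after the start of exposure to 200 μg/L HgCl_2_, most measured genes of the respiratory chain stood slightly below the controls. Of 13 members, 11 had a negative difference (median -0.21), and 0 passed in limma among all probes, with 1 higher and 1 lower adjusted over the list alone. The complex I subunits ndufb8 (-0.52 ± 0.14, adjusted p = 0.0705) and ndufb6 (0.55 ± 0.13, adjusted p = 0.0533) lay on opposite sides. Of 8 genes of mitochondrial fatty acid beta-oxidation, 4 were positive and 4 negative, with a median of 0.04 but a mean of -0.06. The carnitine palmitoyltransferase gene cpt1ab stood at 0.54 ± 0.22, adjusted p = 0.282. Among 42 nuclear receptor genes, rxrbb, a retinoid X receptor, fell (-0.75 ± 0.15, adjusted p = 0.0151), and the median was -0.04. All 6 measured genes of extrinsic apoptosis were negative (median -0.21), with hdr, a death receptor of blood cells, at -0.49 ± 0.29, adjusted p = 0.511 and casp8, its initiator caspase, at -0.35 ± 0.20, adjusted p = 0.512. By camera, the lists had an adjusted p of 0.119 (electron transport), 0.742 (beta-oxidation), 0.381 (nuclear receptors) and 0.156 (extrinsic apoptosis), each in the downward direction. Preranked enrichment, here with permuted genes where the paper describes permuted phenotype labels and its own gene sets, gave a nominal p under 0.1, one of the 2 thresholds of which the paper asks either, for electron transport (normalized enrichment score -1.68, p = 0.0163) and extrinsic apoptosis (-1.44, p = 0.0813), and not for beta-oxidation (p = 0.336) or nuclear receptors (p = 0.239). Without control replicate 2, the electron transport list passed (adjusted p = 0.0492), as did extrinsic apoptosis (0.0475). The electron transport list also passed with no background correction (0.0193) or the test of the paper's methods (0.0441). The rxrbb call was lost without control replicate 2 (adjusted p = 0.0735), control replicate 3 (0.0535), HgCl_2_ replicate 1 (0.101) or HgCl_2_ replicate 2 (0.0634). The paper counts 15 leading edge genes for electron transport and 10 for beta-oxidation at 8 h, more than the 13 and 8 measured here. These 4 lists follow pathways that the paper found on the same arrays and are no independent evidence of direction.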

The transcriptome analysis using GSEA revealed that genes associated with electron transport chain, mitochondrial fatty acid beta-oxidation, nuclear receptor signaling and apoptotic pathway were down-regulated as early as 8 h of HgCl_2 _exposure. This was followed by up-regulation of genes associated with the complement system and proteasome pathway, suggesting increased activity of these processes at 24 h. 

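At 24 h, the exposed livers held more mRNA of complement component C3, the central protein of the cascade: c3a.3 rose by 2.35 ± 0.42, adjusted p = 0.00123 and c3a.1 by 2.29 ± 0.39, adjusted p = 0.000836. Among genes of the proteasome, which degrades ubiquitin-tagged proteins, psme1 of its activator rose (1.67 ± 0.29, adjusted p = 0.001), as did psmb7 (1.22 ± 0.22, adjusted p = 0.0012) and psmb4 (1.09 ± 0.20, adjusted p = 0.0017) of its catalytic core particle. Of the complement genes, 4 of 6 members rose and 0 fell (4 and 0 adjusted over the list alone), with a median of 1.39; of the proteasome genes, 5 of 18 members rose and 0 fell (8 and 0 adjusted over the list alone), with a median of 0.51. Both lists rose by camera, complement with adjusted p = 0.000834, or adjusted p = 0.051 with an estimated correlation, and proteasome with adjusted p = 0.000148, or adjusted p = 0.164 with an estimated correlation. Red blood cell markers moved the other way at this time: hbaa1 (-2.19 ± 0.37, adjusted p = 0.00083) and hbba1 (-1.74 ± 0.35, adjusted p = 0.0031), 2 hemoglobin chains, fell, and the median of 7 markers was -0.50 (adjusted p = 0.000456, or adjusted p = 0.051 with an estimated correlation). Their call was lost by preranked enrichment (0.0711). Complement and proteasome genes were listed because Table 1 reports them from these arrays, so the lists do not test their direction independently.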

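As a list, proteasome genes were higher at 48 and 96 h of exposure to HgCl_2_ too, and no change of the effect on the list passed between 24 and 96 h (median change 0.15, adjusted p = 0.7). psmb7 and psmb4, called at 24 h, did not pass at 48 h (0.52 ± 0.22, adjusted p = 0.143 and 0.43 ± 0.20, adjusted p = 0.2) or 96 h (0.59 ± 0.22, adjusted p = 0.0749 and 0.56 ± 0.20, adjusted p = 0.0716). At 48 h, psme1 stood at 2.42 ± 0.29, adjusted p = 3.59e-05 and psmb8a, a subunit of the immunoproteasome, at 1.28 ± 0.24, adjusted p = 0.00204; at 96 h they stood at 2.01 ± 0.29, adjusted p = 0.00015 and 1.45 ± 0.24, adjusted p = 0.000444. Of the list, 4 of 18 members rose and 0 fell (6 and 0 adjusted over the list alone) at 48 h, and 6 of 18 members rose and 0 fell (10 and 0 adjusted over the list alone) at 96 h, with medians of 0.51 and 0.64. The list rose at 48 h (adjusted p = 0.000395, or adjusted p = 0.186 with an estimated correlation) and at 96 h (adjusted p = 0.000119, or adjusted p = 0.155 with an estimated correlation). Respiratory chain genes gave no common direction at 24 h: ndufb8 of complex I fell (-0.62 ± 0.14, adjusted p = 0.00538), 7 of 13 genes were positive, the median was 0.10 and the mean -0.04, and camera gave the direction down (adjusted p = 0.718). At 48 h, cox5ba of complex IV (1.1 ± 0.29, adjusted p = 0.023) and ndufs1 of complex I (0.70 ± 0.21, adjusted p = 0.0444) rose, and the list had a median of 0.04 (adjusted p = 0.631). Red blood cell markers were lower at 48 h, with hbaa1 at -2.37 ± 0.37, adjusted p = 0.000503 and hbba1 at -2.13 ± 0.35, adjusted p = 0.0008 (list adjusted p = 0.00289, or adjusted p = 0.0582 with an estimated correlation). This marker call was also ended by the test of the paper's methods (0.0922) or preranked enrichment (0.103). The cox5ba call at 48 h was lost without control replicate 2 (adjusted p = 0.0838), control replicate 3 (0.0517), HgCl_2_ replicate 1 (0.153) or HgCl_2_ replicate 3 (0.0682), and the ndufs1 call without control replicate 1 (adjusted p = 0.0903), control replicate 2 (0.194), HgCl_2_ replicate 1 (0.275) or HgCl_2_ replicate 2 (0.0547). Both lists take their names from pathways that the paper reports on these arrays, which leaves their direction without independent evidence.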

Major processes that were affected throughout the latter three time points of HgCl_2 _treatments (24 h, 48 h and 96 h) were proteasome pathway, electron transport chain, and mitochondrial fatty acid beta-oxidation (Table 1). Interestingly, electron transport chain that was initially down-regulated at 8 h were subsequently up-regulated at 48 h and 96 h, implying an increased need of intracellular energy production presumably to compensate the early down-regulation and to meet the energy requirement of the adaptive response to HgCl_2 _exposure. 

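At 96 h, cox5ba, a subunit of cytochrome c oxidase, was raised (1.45 ± 0.29, adjusted p = 0.00251), while ndufb6, a subunit of complex I, had fallen (-0.42 ± 0.13, adjusted p = 0.0449). Of the 13 genes of the list, 11 had a positive difference at 96 h, with a median of 0.51, and 1 of 13 members rose and 1 fell (1 and 1 adjusted over the list alone). The effect on single genes changed over time: between 8 and 96 h the difference of cox5ba grew by 1.73 ± 0.41, adjusted p = 0.0432, and that of ndufb6 changed by -0.96 ± 0.19, adjusted p = 0.014. The list rose at 96 h (adjusted p = 0.041, or adjusted p = 0.262 with an estimated correlation). That call did not hold with no background correction (0.0845), plain subtraction (0.0809), median centring (0.11), the authors' value table (0.114), dim probes left out (0.06), all 12 controls pooled (0.407), array weights (0.0686) or preranked enrichment (0.139). Its change of effect passed between 8 and 96 h (median change 0.64, adjusted p = 0.00336, or adjusted p = 0.197 with an estimated correlation) and between 24 and 96 h (adjusted p = 0.00529, 0.197 with an estimated correlation), and not between 8 and 48 h (adjusted p = 0.1) or 8 and 24 h (0.569). With all 12 controls pooled, the changes from 8 to 96 h and from 24 to 96 h had an unadjusted p of 0.0701 and 0.246. The 96 h call was lost without control replicate 2 (0.0696) or HgCl_2_ replicate 3 (0.149), and the ndufb6 call without control replicate 1 (adjusted p = 0.0622), control replicate 2 (0.165), control replicate 3 (0.104), HgCl_2_ replicate 1 (0.0808) or HgCl_2_ replicate 3 (0.169). The list was drawn up after the pathway of Table 1 and gives no independent evidence of direction. From lower expression of these genes at 8 h and higher expression later, the paper proposes that the liver needed more energy, to compensate for the early decrease and to meet the demand of its adaptive response.

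**Figure D2:**
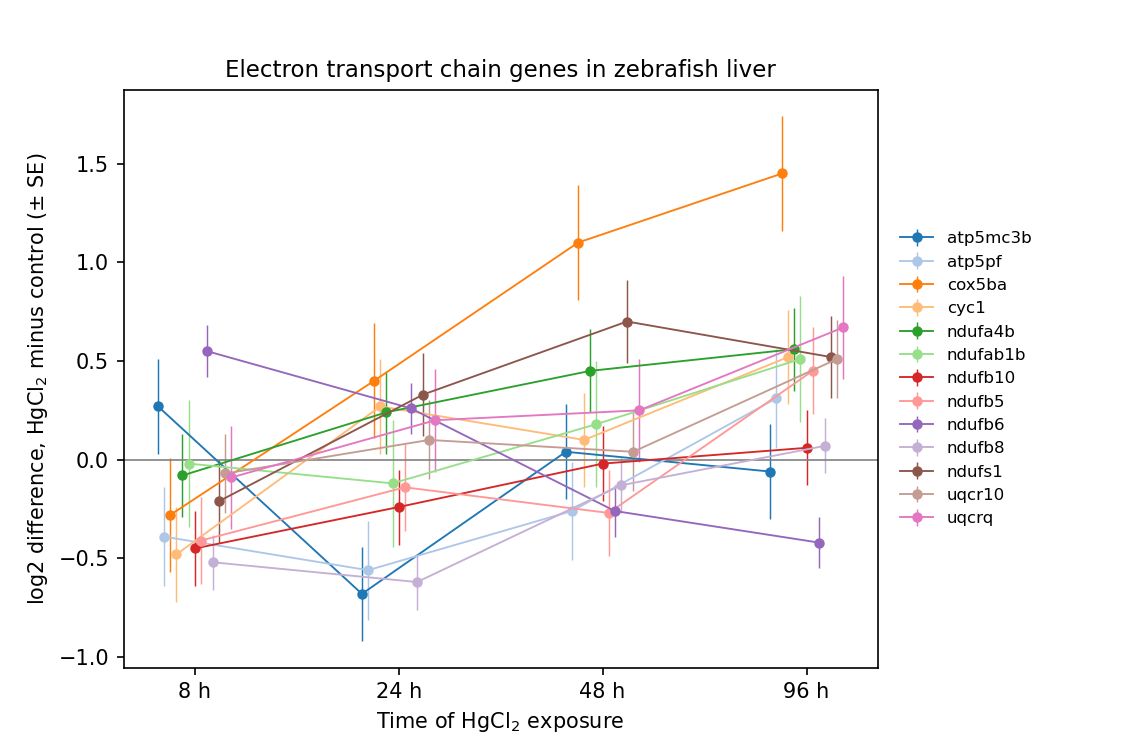
Log2 difference (exposed minus time-matched control) of 13 electron transport chain genes at 4 time points, with the standard error of the fit; 3 arrays per group.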

At 96 h of HgCl_2 _exposure, more biological pathways were significantly affected such as up-regulation of actin pathway, fatty acid synthesis, DNA damage signaling pathway, classical complement activation, intrinsic apoptotic pathway, cell motility, hypoxia-induced factor pathway, and gluconeogenesis, as well as down-regulation of cell cycle, non-substrate Gsk3 interacting proteins, and Wnt signaling pathway.

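The largest changes with a named gene at 96 h included falls of chst6, a carbohydrate sulfotransferase (-4.64 ± 0.33, adjusted p = 2.83e-08), of slc22a23, a transporter of the organic ion family (-4.55 ± 0.35, adjusted p = 4.4e-08), and of pax9, a transcription factor (-3.69 ± 0.36, adjusted p = 1.38e-06). grna.1, a precursor of secreted granulins, rose (3.89 ± 0.61, adjusted p = 0.000297), as did phf20l1, a chromatin reader (3.04 ± 0.79, adjusted p = 0.0143), and lgals1l1, of the galectin family, was at least 8.34-fold higher (adjusted p = 1.32e-05). In the hypoxia-inducible factor pathway, igfbp1a (2.71 ± 0.48, adjusted p = 0.000897), epas1a, which encodes such a factor (2.15 ± 0.40, adjusted p = 0.00137), and ldha, lactate dehydrogenase A (1.41 ± 0.30, adjusted p = 0.00395), rose. Here 6 of 20 members rose and 0 fell (6 and 0 adjusted over the list alone), and the list did not pass (median 0.35, adjusted p = 0.0629), although preranked enrichment gave a nominal p of 0.0554. Complement C3 was raised: c3a.1, saturated on all 3 exposed arrays, was higher (adjusted p = 7.42e-05), and c3a.2 stood at 2.23 ± 0.38, adjusted p = 0.000716; of the complement genes, 3 of 6 members rose and 0 fell (4 and 0 adjusted over the list alone) (median 1.35, adjusted p = 0.00355, or adjusted p = 0.0582 with an estimated correlation; preranked adjusted p = 0.199). Markers of the exocrine pancreas fell at the same time: cel.2, a lipase (-2.76 ± 0.53, adjusted p = 0.00186), cpa5 (-2.30 ± 0.40, adjusted p = 0.000836) and cpb1 (-1.86 ± 0.39, adjusted p = 0.00374), 2 carboxypeptidases, with a median of -2.08 for the list (adjusted p = 0.00048, or adjusted p = 0.155 with an estimated correlation). The hypoxia list passed without control replicate 3 (0.0479), HgCl_2_ replicate 1 (0.0488) or HgCl_2_ replicate 3 (0.0329), and with plain subtraction (0.036), all 12 controls pooled (0.0155) or all probes of a gene (0.0464). The phf20l1 call was lost without HgCl_2_ replicate 1 (adjusted p = 0.0674). Hypoxia and complement lists follow Table 1, found on the same arrays, and so their direction is not independent.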

Taken together, the transcriptome analysis revealed that early targets of mercury-induced hepatotoxicity involved mitochondrial processes (electron transport chain and fatty acid beta-oxidation), apoptotic pathway and nuclear receptor signaling. 

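Hemopexin is a plasma protein that binds free heme. Its gene hpxb rose in the exposed livers at 8 h (3.10 ± 0.71, adjusted p = 0.0403) and stood at 3.96 ± 0.71, adjusted p = 0.00136 at 24 h. cp, which encodes the copper protein ceruloplasmin, rose at 24 h as well (1.93 ± 0.38, adjusted p = 0.00272). Of the acute phase genes, 1 of 11 members rose and 0 fell (1 and 0 adjusted over the list alone) at 8 h, with a median of 0.18 and a mean of 0.64. At 24 h, 6 of 11 members rose and 0 fell (7 and 0 adjusted over the list alone), with a median of 1.36. By camera the list rose at 8 h (adjusted p = 0.00817, or adjusted p = 0.209 with an estimated correlation) and at 24 h (adjusted p = 0.000211, or adjusted p = 0.105 with an estimated correlation). Of the 11 members, 7 also belong to another list. The 8 h call of the list was also lost with median centring (0.0743), the authors' value table (0.136), the test of the paper's methods (0.189) or preranked enrichment (0.211). It was lost without control replicate 3 (0.236) or HgCl_2_ replicate 1 (0.0567) and that of hpxb without control replicate 2 (adjusted p = 0.096), control replicate 3 (0.145), HgCl_2_ replicate 1 (0.231) or HgCl_2_ replicate 2 (0.105).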

The following up-regulation of complement system and proteasome pathway suggest activation of acute phase response and increased degradation of damaged proteins within 24 h of HgCl_2 _exposure. By 96 h, several critical processes associated with cellular maintenance, stress, survival and metabolism were clearly deregulated in the liver. Earlier work by Gonzalez *et al *[25] using the zebrafish to elucidate effects of methylmercury on gene expression in liver, skeletal muscle, and brain indicated genes involved in mitochondrial metabolism, detoxification process, DNA repair and apoptosis were generally deregulated. Hence, there are similar observed toxicity effects between inorganic mercury and organic mercury such as methylmercury. Thus, it is important to further understand the mechanism of their *in vivo *toxicity in future works.

### Comparative analysis revealed some common mercury-induced processes in both zebrafish liver and human liver cell line

In order to determine molecular conservation of mercury-induced hepatotoxicity, we compared pathways that were induced or suppressed by HgCl_2 _between zebrafish and human cell line using GSEA. Transcriptome data of liver cell line (HepG2) exposed to 20 μM of HgCl_2 _for 6 h were obtained from the Gene Expression Omnibus (GEO Accession GSE6907, http://www.ncbi.nlm.nih.gov/geo/) and used for comparative study with our zebrafish transcriptome data. Deregulated processes with FDR< 0.3 or NP < 0.1 were selected. Comparative GSEA revealed that DNA damage signaling and proteasome pathway were both up-regulated in zebrafish liver and HepG2 cells. Likewise, nuclear receptor signaling pathway, mitochondrial fatty acid beta-oxidation and electron transport chain (8 h in zebrafish) were down-regulated by HgCl_2 _in both zebrafish liver and HepG2 cells, indicating similar mode-of-action of HgCl_2 _in these two models at certain levels (Tables 1 and 2).

**Table 2:** Gene Set Enrichment Analysis (GSEA) of transcriptome of mercury-treated human HepG2 cells.

Enriched processes	NES HepG2
Cell cycle	2.2425
Pyrimidine metabolism	2.049
DNA repair	1.6355
DNA damage signaling*	1.4957
Proteasome pathway*	1.5095
Electron transport chain*	-1.4248
Nuclear receptor signaling pathway*	-1.5093
Mitochondrial fatty acid beta-oxidation*	-1.7171

Biological pathways that are statistically enriched with false discovery rate (FDR) < 0.3 or nominal p-value (NP) < 0.1 are considered. * indicate pathways that are common in zebrafish and HepG2 cell treated with HgCl_2_.

However, unlike zebrafish, HepG2 cells showed up-regulation of cell cycle, pyrimidine metabolism and DNA repair owing to the proliferative state of HepG2 cells (Table 2). This may indicate differential toxicity responses between proliferative cell cultures and highly differentiated *in vivo *models. More importantly, being an *in vivo *model, the zebrafish liver data has an advantage to capture deregulated biological processes that involves interactions of various cell types and whole-organism physiological metabolic processes such as fatty acid synthesis, gluconeogenesis, and other processes involving non-substrate Gsk3 interacting proteins and complement activation. Thus, using an *in vivo *model such as zebrafish may help researchers to characterize pathways that are perturbed by toxicants under *in vivo *environments.

### HgCl_2 _affected liver cell morphology and cell adhesion

In order to further elucidate the mechanism of mercury-induced hepatotoxicity, we performed phenotypic anchoring [28,29] by linking histological evidence to the mercury-induced transcriptome changes. This was further validated by real-time PCR for targeted genes associated with mercury-induced phenotype/pathology and transcriptome changes in the liver. In these experiments, we treated a new batch of zebrafish with different concentrations of HgCl_2_, from environmental-relevant (10 and 50 μg/L) to sub-lethal concentration (200 μg/L). Real-time PCR validation of targeted genes were performed on liver samples from zebrafish treated with 10, 50 and 200 μg/L for 24 h while phenotype anchoring were performed using liver from zebrafish treated with 50 and/or 200 μg/L for 96 h.

Qualitative histological examinations for samples stained with hematoxylin and eosin (H&E) had revealed that hepatic parenchyma cells appeared to be less homogeneous in HgCl_2_-treated fish than in control fish (Figure 1). At a high magnification, it was observed that the liver parenchyma from HgCl_2_-treated fish appeared to be loose in cell contact and the cells were dissociated and irregular in shape (Figure 1b, 1c, 1e and 1f) while control fish liver is filled with well-delineated polygonal cells (Figure 1a and 1d).

**Figure 1:**
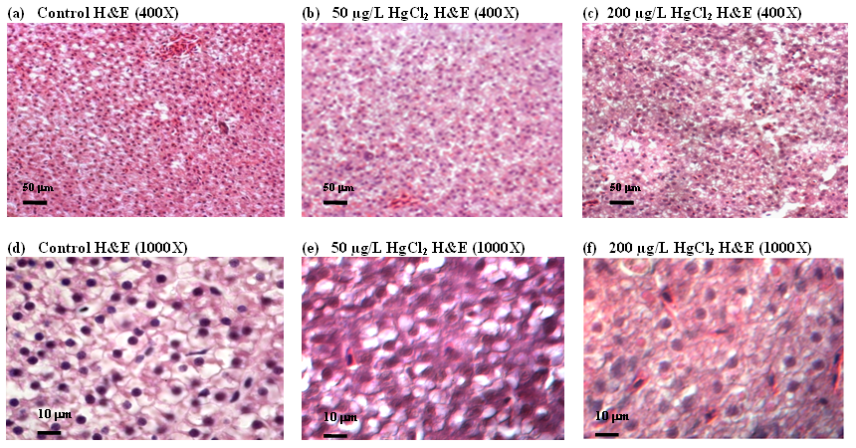
**Hematoxylin and eosin (H&E) staining of liver sections from zebrafish treated with mercury**. Adult zebrafish were treated with 0 (control, a and b), 50 mg/L (b and e) and 200 mg/L HgCl_2 _(c and f). Panels (a-c) are shown in low magnification (400×) while (d-f) in high magnification (1000×). HgCl_2_-treated livers show less compact, homogeneous distribution, more dissociated, irregular in shape and lack of delineated polygonal shape of hepatic parenchyma cells as compared to the controls.

Immunohistochemical staining of E-cadherin, a transmembrane cell adhesion protein, was weaker and less distinct between the liver cells in HgCl_2_-treated fish than control fish, suggesting that membrane integrity and cell adhesion were affected (Figure 2a and 2b). Likewise, immuno-staining of keratin-8 revealed a weaker staining of the cytoskeletal protein in liver cells of mercury-treated fish than those of control fish (Figure 2c and 2d), suggesting altered cytoskeletal organization and assembly which can affect cell morphology and motility. Thus, the histological phenotypes such as changes in cell morphology, cell adhesion and cytoskeletal proteins observed in the liver of HgCl_2_-treated zebrafish corroborated with the deregulated biological processes such as the actin pathway, Wnt signaling pathway and cell motility as identified in the transcriptome analysis.

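Transcripts of the actin cytoskeleton were raised in the exposed livers at 96 h: actb1, a beta-actin (2.17 ± 0.39, adjusted p = 0.00094), pfn1, profilin, which binds actin monomers (1.91 ± 0.25, adjusted p = 4.21e-05), msna, moesin, which ties actin to the membrane (1.75 ± 0.30, adjusted p = 0.000748), and cfl1, cofilin, which severs filaments (1.26 ± 0.23, adjusted p = 0.000949). Already at 48 h, actb1 (1.84 ± 0.39, adjusted p = 0.00553) and cfl1 (1.43 ± 0.23, adjusted p = 0.000527) were higher. At 24 h, 3 of 25 actin pathway members rose and 0 fell (5 and 1 adjusted over the list alone). The list had a median of 0.30 then and did not pass by camera (adjusted p = 0.0539). Beta-actin is also the transcript to which the paper scales its real-time PCR levels. Those come from other fish exposed for 24 h, so the array values at 48 and 96 h do not show how it stood there. Of the actin pathway genes, 6 of 25 members rose and 1 fell (7 and 1 adjusted over the list alone) at 48 h and 7 of 25 members rose and 0 fell (11 and 0 adjusted over the list alone) at 96 h, with medians of 0.33 and 0.60 (adjusted p = 0.0145, or adjusted p = 0.205 with an estimated correlation at 48 h; adjusted p = 0.000119, or adjusted p = 0.0703 with an estimated correlation at 96 h). Among cell motility genes at 96 h, the cross-linker of actin filaments actn4 rose (1.27 ± 0.28, adjusted p = 0.00531) and itga5, an integrin subunit, fell (-0.54 ± 0.14, adjusted p = 0.0146); 3 of 25 members rose and 1 fell (3 and 1 adjusted over the list alone), the median was 0.11, and the list did not pass (adjusted p = 0.248). In Wnt signaling, myca, a transcription factor and Wnt target, fell at 96 h (-0.77 ± 0.21, adjusted p = 0.0199), while gbp, which binds Gsk3, rose (0.62 ± 0.16, adjusted p = 0.0123). As a list, Wnt signaling passed downward at 48 h (median -0.07, adjusted p = 0.033, or adjusted p = 0.193 with an estimated correlation), where 0 of 43 members rose and 1 fell (0 and 1 adjusted over the list alone), and did not pass at 96 h (median -0.11, adjusted p = 0.248), where 2 of 43 members rose and 3 fell (2 and 6 adjusted over the list alone). Leukocyte markers were higher at 96 h: mpeg1.1 of macrophages (1.87 ± 0.23, adjusted p = 3.44e-05), cd74b of antigen-presenting cells (1.46 ± 0.22, adjusted p = 0.000249) and lcp1, a leukocyte actin-bundling protein (1.24 ± 0.19, adjusted p = 0.000212), with a list median of 0.79 (adjusted p = 0.0027, or adjusted p = 0.0698 with an estimated correlation). The 48 h calls were lost without control replicate 3 (0.055) for actin, and without control replicate 1 (0.0588) or HgCl_2_ replicate 1 (0.0886) for Wnt. Other settings ended the Wnt call at 48 h, namely the test of the paper's methods (0.069), and the leukocyte call, namely the authors' value table (0.0569), the test of the paper's methods (0.0645) or preranked enrichment (0.139). Second probes of msna (adjusted p = 0.0542) and of itga5, with a positive difference (adjusted p = 0.106), did not pass at 96 h. Single calls were lost without control replicate 2 (adjusted p = 0.0532) or control replicate 3 (0.0549) for itga5, control replicate 2 (adjusted p = 0.0978), control replicate 3 (0.0503), HgCl_2_ replicate 2 (0.068) or HgCl_2_ replicate 3 (0.071) for myca, and control replicate 1 (adjusted p = 0.053) for gbp. Actin, motility and Wnt lists carry the names of pathways found on these arrays and do not bear on direction independently.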

**Figure 2:**
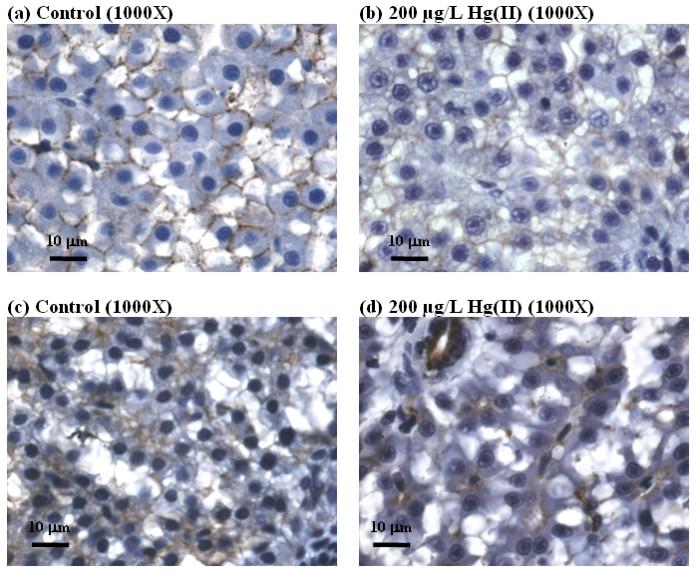
**Comparison of hepatic histopathological changes in cell-cell adhesion in control liver (a, c) and induced by HgCl_2 _(b and d)**. (a) and (b) show immunohistochemical staining for E. cadherin (indicated by dark brown precipitates). (c) and (d) show immunohistochemical staining for cytokeratin (indicated by dark brown precipitates).

### HgCl_2 _decreased hepatocyte cell number via induction of apoptosis

Quantitative counting of nucleated hepatic cell counts based on H&E stained sections revealed that HgCl_2 _decreased the number of hepatic parenchyma cells significantly in a concentration-dependent manner (Figure 3a). The number of hepatic parenchyma cell decreased approximately 20% and 50% in livers of fish treated with 50 and 200 μg/L HgCl_2_, respectively, when compared to livers of control fish. Immunohistochemical-staining of DNA breakage induced by apoptosis detected higher incidence of apoptotic DNA fragments in livers of HgCl_2_-treated fish than control fish (Figure 3b to 3c). Transcriptome analysis supported this observation, as indicated by the fact that intrinsic apoptotic pathway was induced at 96 h by HgCl_2 _(Table 1). In addition, it has been shown that HgCl_2 _induced apoptosis in human leukemia cells via a mitochondrial-dependent intrinsic apoptotic pathway [30]. Therefore, our findings implicate that the decrease in liver cells is caused by induction of apoptosis via the mitochondrial intrinsic apoptotic pathway.

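Of 18 measured genes of intrinsic apoptosis, 2 changed at 96 h, and both encode inhibitors of apoptosis. xiap, which binds and blocks caspases, fell (-3.77 ± 0.43, adjusted p = 1.06e-05), while birc2, a relative of it, rose (1.05 ± 0.30, adjusted p = 0.0251). baxb, of the family that permeabilizes mitochondria, stood at 0.45 ± 0.22, adjusted p = 0.189. In the list, 1 of 18 members rose and 1 fell (1 and 1 adjusted over the list alone); 11 members had a positive difference, the median was 0.19 and the mean 0.01. Camera gave the direction up (adjusted p = 0.8) and preranked enrichment the direction down (normalized enrichment score -0.87, adjusted p = 0.724), and neither passed. The birc2 call was lost without control replicate 2 (adjusted p = 0.104), control replicate 3 (0.0642), HgCl_2_ replicate 1 (0.0933) or HgCl_2_ replicate 3 (0.0741). The list follows a pathway of Table 1, which was found on these arrays.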

**Figure 3:**
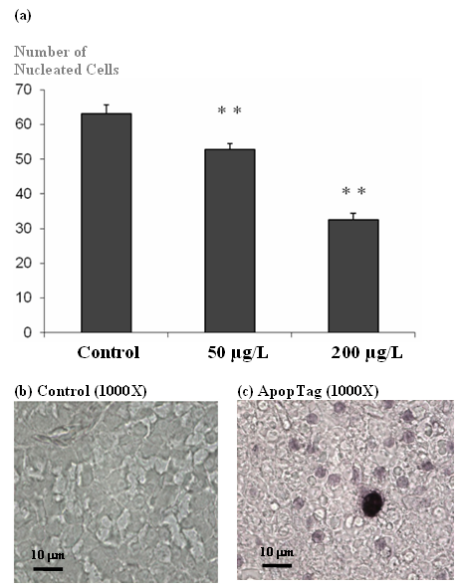
**Liver damage induced by HgCl_2_**. (a) Quantitative histological examinations of nucleated-hepatocyte cell count based on H&E stained sections for HgCl_2 _treated fish was observed to significantly decrease in concentration-dependent manner (** p value < 0.05) compared to the controls. (b) and (c) Apoptag staining for apoptosis-induced DNA damage in hepatocytes in control (b) and HgCl.-treated zebrafish liver (c).

### HgCl_2 _induced fatty liver condition

By oil red O staining, dosage-dependent lipid accumulation, as indicated by the increased number and size of red-stained lipid vesicles, was detected in the liver of HgCl_2_-treated fish (Figure 4a to 4c). The histological phenotype was thus consistent with the transcriptome analysis where up-regulation of fatty acid synthesis and down-regulation of mitochondrial fatty acid beta-oxidation were found in the liver of HgCl_2_-treated zebrafish (Table 1). 

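Genes of fatty acid synthesis moved in both directions at 96 h. fads2, the desaturase that makes polyunsaturated fatty acids, fell (-2.35 ± 0.38, adjusted p = 0.00041), and acacb, which makes malonyl-CoA (1.60 ± 0.43, adjusted p = 0.0169), and elovl5, an elongase (0.95 ± 0.20, adjusted p = 0.00318; a second probe did not pass, adjusted p = 0.118), rose. fads2 was already lower at 24 h (-1.80 ± 0.38, adjusted p = 0.00423) and 48 h (-2.61 ± 0.38, adjusted p = 0.000253). In all, 2 of 13 members rose and 3 fell (2 and 3 adjusted over the list alone), and the list had a median of -0.07 and a mean of -0.03 (direction down, adjusted p = 0.735). Among 8 genes of mitochondrial beta-oxidation, 0 changed at 96 h in limma (0 adjusted over the list alone): cpt1ab, which carries fatty acids into mitochondria, stood at 0.57 ± 0.22, adjusted p = 0.0854 and acsl3b, an acyl-CoA synthetase, at -0.62 ± 0.24, adjusted p = 0.0956. Their median was -0.09 (direction down, adjusted p = 0.632). Without control replicate 2 (adjusted p = 0.0623) or HgCl_2_ replicate 1 (0.0945), the acacb call was lost. Both lists are named after pathways that Table 1 reports from these arrays.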

Accumulation of lipids can lead to adipogenesis, steatostasis or non-alcoholic fatty liver diseases. The transcription factors CCAAT/enhancer-binding proteins (C/ebps) are known to modulate gene expression leading to adipogenesis [31,32]. Hence, we performed quantitative real-time PCR on *β-c/ebp, δ-c/ebp*, *apolipoprotein M (apom) *and found that they were indeed up-regulated by HgCl_2 _(Figure 4d, 4e, 4f) as suggested by transcriptome data. As shown in Figure 4d and 4e, both *β-c/ebp *and *δ-c/ebp *were induced by HgCl_2 _at concentrations as low as 10 μg/L, suggesting that these transcription factors were very sensitive to mercury-induced lipid accumulation in the liver and are potential biomarkers for mercury exposure as well as for fatty-liver condition.

**Figure 4:**
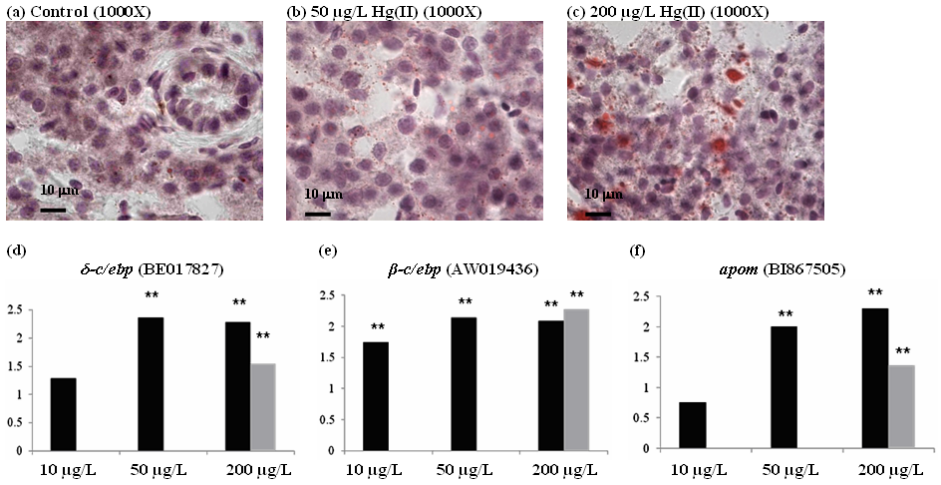
**Fatty acid accumulation in zebrafish liver upon mercury exporure**. (a-c) Oil red O staining for lipid content in control (a) and HgCl_2_-treated livers (b-c). Lipid content in the hepatocyte was stained and indicated by red staining showing increased of lipid content in liver of mercury-treated zebrafish is concentration-dependent (b-c). (e, f) Quantitative real-time PCR for mRNAs of adipogenesis genes *δ-c/ebp *(d), *β-c/ebp *(e) and *apom *(f). Results from Real-time PCR indicate level of induced gene expression in these genes are dependent to the concentration of HgCl_2 _and are sensitive to low concentration of HgCl_2 _at 10 μg/L. Light grey bar indicate data from microarray (** p-value < 0.05).

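The gene apom encodes apolipoprotein M, a component of plasma lipoproteins. On the arrays its difference at 200 μg/L was 0.20 ± 0.22, adjusted p = 0.776 at 8 h, 0.64 ± 0.22, adjusted p = 0.0705 at 24 h, 0.91 ± 0.22, adjusted p = 0.0146 at 48 h and 1.47 ± 0.22, adjusted p = 0.000244 at 96 h, so it had risen at 48 and 96 h. Another apolipoprotein gene, apoa1a of high-density lipoprotein, rose at 24 h (1.50 ± 0.21, adjusted p = 0.000178). For cebpb and cebpd, transcription factors of liver and fat cells that no named probe reads here, the authors' Additional file 4 gives differences of 2.28 and 1.54 at 96 h; these 2 values are the paper's. The bars of real-time PCR are not analysed here. At 24 h, apom passed without control replicate 1 (0.85, adjusted p = 0.0301). The 48 h call was lost without control replicate 1 (adjusted p = 0.0583) or HgCl_2_ replicate 3 (0.075).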

### HgCl_2 _induced glycogen accumulation in liver

By Periodic Acid-Schiff (PAS) staining, we observed increasing glycogen content, as indicated by the increased 'pink staining', in livers of zebrafish treated with increasing concentrations of HgCl_2 _(Figure 5a to 5c). The increase of glycogen content in liver of mercury-treated zebrafish correlated with the up-regulation of gluconeogenesis based on transcriptome data (Table 1). 

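Several enzymes that lead from amino acids or pyruvate to glucose were raised. pck1, whose product makes phosphoenolpyruvate, rose at 24 h (2.93 ± 0.67, adjusted p = 0.00737) and 96 h (2.36 ± 0.67, adjusted p = 0.0239), and slc37a4a, the glucose 6-phosphate transporter, at 24 h (1.79 ± 0.28, adjusted p = 0.000462), 48 h (1.58 ± 0.28, adjusted p = 0.00156) and 96 h (1.41 ± 0.28, adjusted p = 0.00251). pcxb, pyruvate carboxylase, rose at 96 h (1.90 ± 0.43, adjusted p = 0.00563; a second probe 1.78 ± 0.31, adjusted p = 0.000748), and gpt, which turns alanine into pyruvate, at 24 h (1.23 ± 0.25, adjusted p = 0.00304) and 96 h (1.06 ± 0.25, adjusted p = 0.00755). The 2 probes of pcxb differ at 8 h, where the first stood at -0.34 ± 0.43, adjusted p = 0.807 and the second at 1.97 ± 0.31, adjusted p = 0.00511. fbp1b, a fructose bisphosphatase and thus a step of the same pathway, fell at 24 h (-1.47 ± 0.41, adjusted p = 0.0257). Of these genes, 6 of 14 members rose and 1 fell (7 and 1 adjusted over the list alone) at 24 h, 5 of 14 members rose and 0 fell (5 and 0 adjusted over the list alone) at 48 h, and 6 of 14 members rose and 0 fell (9 and 1 adjusted over the list alone) at 96 h. The list rose at each time, with medians of 0.76 (adjusted p = 0.00505, or adjusted p = 0.186 with an estimated correlation), 0.54 (adjusted p = 0.022, or adjusted p = 0.262 with an estimated correlation) and 0.67 (adjusted p = 0.00125, or adjusted p = 0.155 with an estimated correlation). At 8 h the list did not pass (adjusted p = 0.167), except with all 12 controls pooled (0.035) or all probes of a gene (0.0124). At 48 h its call was lost without control replicate 1 (0.0567), and with plain subtraction (0.0514), the authors' value table (0.102), pairing by replicate number (0.0556), the test of the paper's methods (0.18) or preranked enrichment (0.218). Calls of pck1 were lost without HgCl_2_ replicate 2 (adjusted p = 0.0506) at 24 h and without control replicate 2 (adjusted p = 0.0981), control replicate 3 (0.0539), HgCl_2_ replicate 2 (0.083) or HgCl_2_ replicate 3 (0.123) at 96 h, and that of fbp1b without control replicate 1 (adjusted p = 0.117), control replicate 2 (0.084), HgCl_2_ replicate 2 (0.0638) or HgCl_2_ replicate 3 (0.139). Its name comes from Table 1 and so from these arrays.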

Real-time PCR confirmed that gene expression for both *glycogen phosphorylase (gp) *and *glycogen synthase kinase 3 (gsk3) *were up-regulated by HgCl_2 _in a concentration-dependent manner (Figure 5d and 5e). In addition, a previous study [33] has shown significant elevation of glycogen level in *vas deferens *of male rat treated with HgCl_2_, suggesting that mercury may cause metabolic disorders via increased level of glycogen.

**Figure 5:**
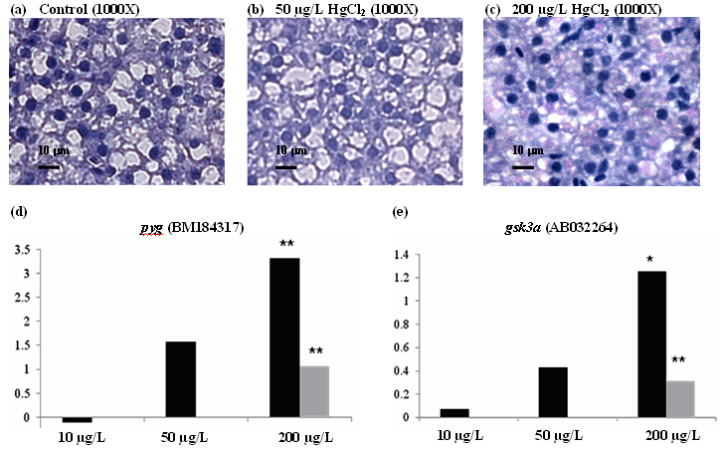
**Glycogen accumulation in zebrafish upon mercury exposure**. (a-c) Periodic acid Schiff staining (PAS) for glycogen content in control (a) and HgCl_2_-treated livers (b-c). Glycogen content in the hepatocyte was stained and indicated by pink staining. The increased of glycogen content in the liver of mercury-treated fish is concentration-dependent. (d and e) Quantitative real-time PCR for glycogen phosphorylase (*pyg*) and glycogen synthase kinase 3a (*gsk3a*) that involve in gluconeogenesis, respectively. Results from real-time PCR indicate induced gene expression in these genes are dependent to concentration of HgCl_2_. Light grey bar indicate data from microarray (* p-value < 0.1; ** p-value < 0.05).

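gsk3ab, a glycogen synthase kinase 3 alpha that restrains glycogen synthesis, was slightly raised at 24 h (0.55 ± 0.15, adjusted p = 0.0214) and 48 h (0.58 ± 0.15, adjusted p = 0.0211), and stood at 0.39 ± 0.15, adjusted p = 0.0887 at 96 h. gsk3ba, its beta paralog, stood at 0.46 ± 0.19, adjusted p = 0.125 at 96 h. For pygmb, a muscle-type glycogen phosphorylase read by another probe than the sequence the paper names, the difference was -0.63 ± 0.19, adjusted p = 0.0405 at 48 h and -0.34 ± 0.19, adjusted p = 0.236 at 96 h. ppp1r3ca, which directs a phosphatase to glycogen, fell at 24 h (-1.56 ± 0.48, adjusted p = 0.0391), while its second probe did not pass (adjusted p = 0.614). Of 6 genes of glycogen metabolism, 0 changed in limma at 96 h (0 adjusted over the list alone), with a median of -0.20 (direction down, adjusted p = 0.876). Calls were lost as follows: gsk3ab at 24 h without control replicate 1 (adjusted p = 0.0757), control replicate 2 (0.0831) or HgCl_2_ replicate 3 (0.0906), gsk3ab at 48 h without control replicate 2 (adjusted p = 0.072) or HgCl_2_ replicate 1 (0.136), pygmb without control replicate 1 (adjusted p = 0.0906), control replicate 2 (0.201), HgCl_2_ replicate 1 (0.197) or HgCl_2_ replicate 2 (0.102), and ppp1r3ca without control replicate 1 (adjusted p = 0.0914), control replicate 2 (0.181), HgCl_2_ replicate 1 (0.0536), HgCl_2_ replicate 2 (0.0566) or HgCl_2_ replicate 3 (0.153).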

### Comparative analysis revealed similarity of mercury- and arsenic-induced processes in zebrafish liver

We have previously reported that arsenic exposure in adult zebrafish caused decreased number of hepatic parenchyma cells as well as altered cell adhesion and cytoskeleton [23]. Due to similarity of the toxicity effects between these two compounds, we compared transcriptome profiles between mercury and arsenic in the zebrafish liver using GSEA. Similar statistical criteria were used to select enriched pathways induced by arsenic (See Additional file 3). Arsenic induced proteasome pathway and intrinsic apoptotic pathway as early as 8 h of arsenic exposure. Unlike mercury, extrinsic apoptotic pathway is not enriched. Also, DNA damage signaling pathway was significantly up-regulated at 96 h of arsenic treatment although positive NES values were observed at an earlier time point. Like the case of mercury, Wnt signaling was also significantly down-regulated in Asenic-treated livers. However, unlike mercury, gluconeogenesis and fatty acid synthesis were down-regulated by arsenic (See Additional file 3) implying that there are different toxicity modes between these two compounds.

### Validation of targeted genes as potential biomarkers of mercury-induced hepatotoxicity

It is also important to identify genes whose expressions are sensitively induced by mercury exposure. Based on stringent statistical criterion (FDR<0.0005) and/or biological function of interest, we validated selected genes using real-time PCR. Our data indicated that 14 genes i.e. *fibrinogen alpha chain *(*fga*), *complement factor B *(*cfb*), *angiotensinogen *(*agt*), *P450 oxidoreductase *homolog (*por *homolog), *gamma-glutamyl carboxylase *(*ggcx*), hypothetical *LOC559122 *(which has predicted domain of complement control proteins), ubiquitin conjugation enzyme E2N *(ube2n)*, DNA fragmentation factor *(dffa)*, proteosome activator subunit 2 *(psme2)*, proteosome 26S subunit *(psmc3)*, cytochrome c oxidase subunit VIIC *(cox7c) *and succinate dehydrogenase complex subunit A *(sdha) *were up-regulated within 24 h of exposure to 200 μg/L of Hg(II) (Figure 6). This further confirmed biological processes such as proteasome degradation (*ube2n, psme2, psmc3*) and apoptosis *(dffa*), complement activation (*cfb*, hypothetical LOC559122) and electron transport chain (*por *homolog, *cox7c*, *sdha*), acute phase response (*fga*, *cfb, agt*) were deregulated. However, only 7 genes i.e. *por *homolog, *cox7c*, *sdha *(electron transport chain), hypothetical LOC559122, (predicted to associate with complement proteins) and *agt *(acute phase protein), and *β-c/ebp *and *δ-c/ebp *(for fatty liver condition, Figure 4d and 4e) were up-regulated by 10 to 200 μg/L of HgCl_2_, suggesting that oxidative phosphorylation, complement system, acute phase response and lipid metabolism in the liver are highly sensitive to mercury exposure. These findings further imply the susceptibility of the liver to oxidative stress, complement activation, acute phase response and steatosis as a consequence of mercury exposure. The environmental limit of inorganic mercuric from the United States Environmental Protection Agency (US EPA) in drinking water is below 2 ppb (2 μg/L) http://www.epa.gov/ogwdw000/contaminants/dw_contamfs/mercury.html. Mercury content in human blood is normally within the range of 0.87 to 3.51 μg/L [34,35] and the warning level of mercury in human blood is 22.8 to 30 μg/L [34,36]. The reproducible, rapid and dose-dependent responsiveness of these genes to a range of HgCl_2 _concentrations from 10 to 200 μg/L suggested that these genes can be potentially used as robust biomarkers in combination with analytical chemistry detection of mercury for investigating and assessing the severity of mercury exposure. Furthermore, related acute phase proteins such as angiotensinogen and complement factors that are synthesized in liver and secreted into blood and excreted in urine are potential clinical as well as toxicogenomic biomarkers for assessing health effects of mercury exposure and warrants further investigation [37].

**Figure 6:**
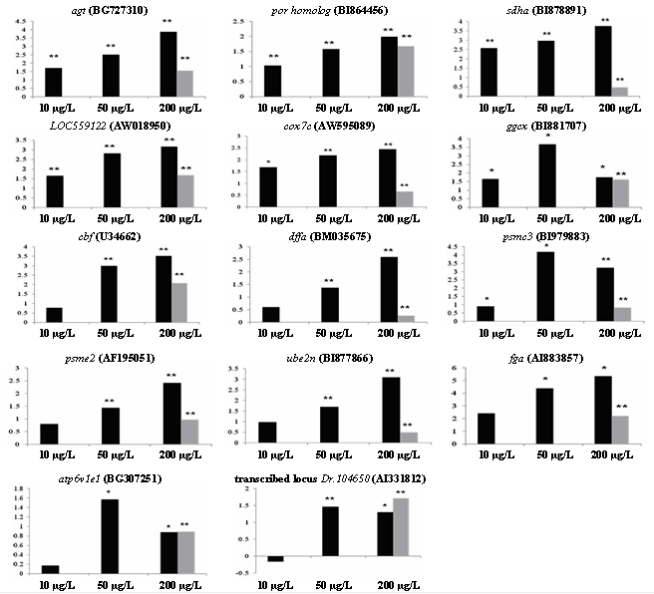
**Quantitative real-time PCR validation for selected genes**. The expression of these selected genes were based on stringent statistical criterion (FDR<0.0005) and/or biological function of interest. Most of these genes show concentration-dependent induction by HgCl_2 _that are also sensitive to low concentration at 10 μg/L, indicating the potential of these genes as markers for mercury-induced hepatotoxicity. Light grey bar indicate data from microarray (* p-value < 0.1; ** p-value < 0.05).

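psme2, the beta subunit of the proteasome activator, rose on the arrays at 24 h (1.12 ± 0.23, adjusted p = 0.00369) and 96 h (1.24 ± 0.23, adjusted p = 0.00138). malt2, of the paracaspase family that activates NF-kappa B, is the gene symbol of the probe with the sequence the paper lists as malt1; it rose at 24 h (1.1 ± 0.21, adjusted p = 0.00186) and 96 h (0.79 ± 0.21, adjusted p = 0.0152). ube2na, a ubiquitin-conjugating enzyme, had positive differences that did not pass: 0.58 ± 0.29, adjusted p = 0.215 at 24 h and 0.82 ± 0.29, adjusted p = 0.0651 at 96 h, and its paralog ube2nb stood at -0.01 ± 0.16, adjusted p = 0.985 at 96 h. bfb, complement factor B, is read by another probe than the sequence the paper names as cfb. It rose at 24 h (1.36 ± 0.32, adjusted p = 0.00816) and stood at 0.64 ± 0.32, adjusted p = 0.192 at 96 h. For the cfb sequence itself, the authors' supplement gives differences of 2.3 at 24 h and 2.08 at 96 h, which are the paper's values. The lower value of bfb at 96 h thus does not carry over to that sequence. For 20 of 40 genes that the paper names, a probe with that sequence or symbol was found. The levels by real-time PCR are not analysed here. The malt2 call at 96 h was lost without control replicate 3 (adjusted p = 0.0553) or HgCl_2_ replicate 2 (0.0635), and the bfb call at 24 h without HgCl_2_ replicate 3 (adjusted p = 0.0544). Without HgCl_2_ replicate 2, ube2na passed at 96 h (1.1, adjusted p = 0.0218).

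**Figure D3:**
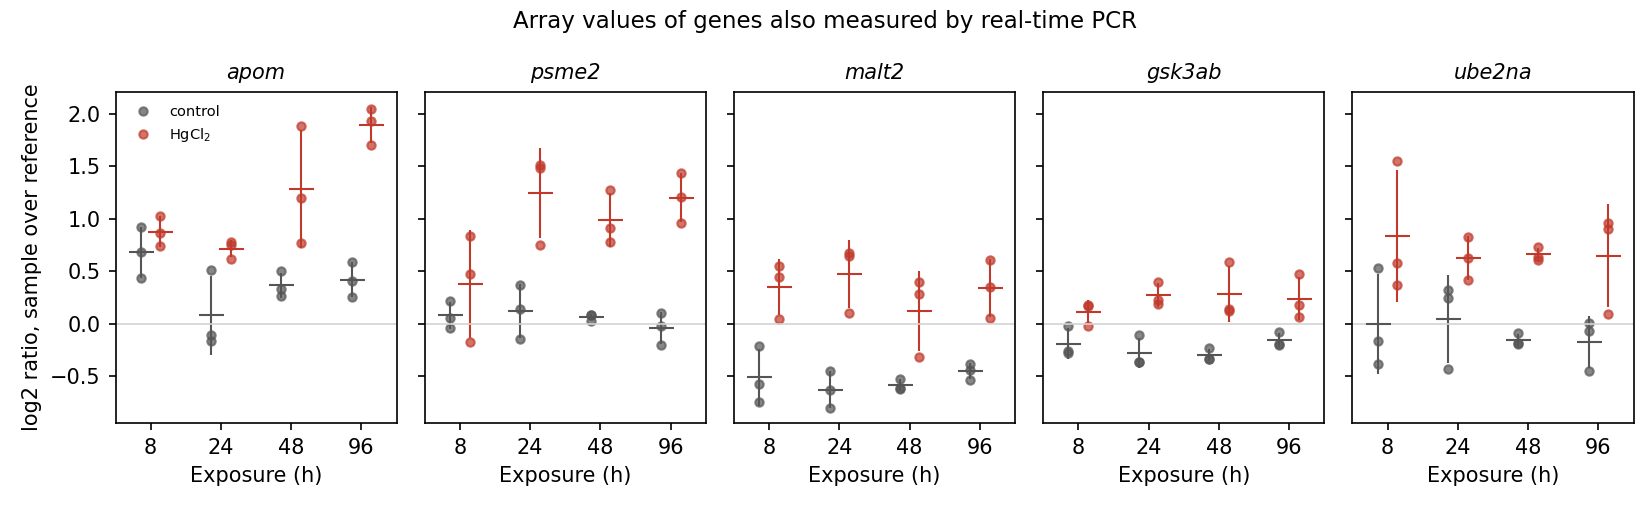
Log2 ratios to the reference on each of the 24 arrays for apom, psme2, malt2, gsk3ab and ube2na, with mean ± SD; control and exposed livers at 8, 24, 48 and 96 h, 3 arrays per group.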

### Mechanistic insights into *in vivo *mercury-induced hepatotoxicity

Taken together, our findings provide the following *in vivo *mechanistic insights into mercury-induced hepatotoxicity (Figure 7). As a strong thiol-binding agent, mercury causes protein damage and depletion of thiol-containing antioxidants (red fonts in Figure 7). Protein damage subsequently induces proteasome pathways as well as further disruption of cellular structure such as cell-cell adhesion and cell motility. This may explain the very steep acute toxicity curve (See Additional file 1) due to the rapid increase of toxicity when protective intracellular thiol-antioxidants have been depleted after a threshold (~200 μg/L) of HgCl_2_. Transcriptome data showed deregulation of key genes in glutathione metabolism (*gstp, gstt1, pgd*), providing further evidence of disrupted thiol-antioxidants intracellular supply (See Additional file 4).

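gstp1.2, a glutathione S-transferase of the pi class, rose at 96 h (1.81 ± 0.43, adjusted p = 0.00801). gstt1b, of the theta class and read by another probe than the sequence the paper names, stood at -1.23 ± 0.33, adjusted p = 0.08 at 8 h and -0.62 ± 0.33, adjusted p = 0.227 at 96 h. txnrd3, a thioredoxin reductase, rose at 24 h (2.61 ± 0.60, adjusted p = 0.00805) and 96 h (2.43 ± 0.60, adjusted p = 0.0108), and fth1a, the heavy chain of the iron store ferritin, at 96 h (2.27 ± 0.68, adjusted p = 0.0313). gclc, the catalytic subunit of the first enzyme of glutathione synthesis, rose at 24 h (0.52 ± 0.17, adjusted p = 0.049). For gstt1 and pgd, which supplies NADPH, the authors' Additional file 4 gives -1.25 and 1.68 at 24 h, both the paper's values. Of 11 genes of glutathione and antioxidant defence, 4 rose and 0 fell (4 and 0 adjusted over the list alone) at 96 h, with a median of 0.45, and the list did not pass (adjusted p = 0.0855), except with all probes of a gene (0.0432). Calls were lost without HgCl_2_ replicate 3 (adjusted p = 0.0784) for txnrd3 at 96 h, control replicate 1 (adjusted p = 0.0711), control replicate 2 (0.104), control replicate 3 (0.0656), HgCl_2_ replicate 2 (0.0898) or HgCl_2_ replicate 3 (0.0834) for fth1a, and control replicate 1 (adjusted p = 0.0586), control replicate 2 (0.133), control replicate 3 (0.14), HgCl_2_ replicate 1 (0.154), HgCl_2_ replicate 2 (0.0508) or HgCl_2_ replicate 3 (0.0891) for gclc.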

**Figure 7:**
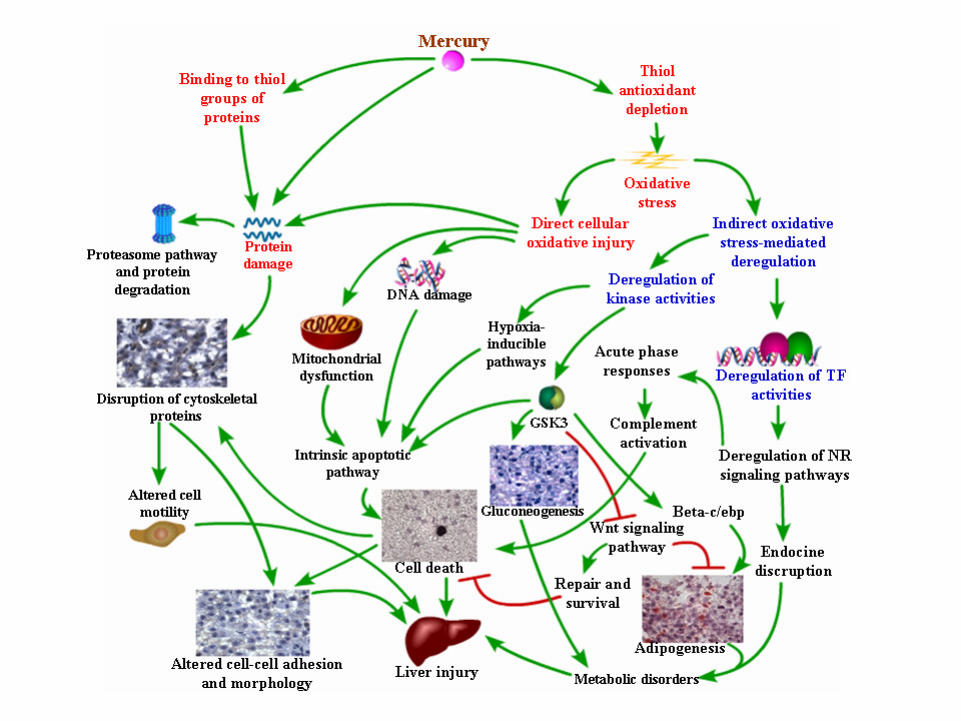
**Proposed *in vivo *hepatotoxicity mechanism in zebrafish upon mercury exposure**. The model is proposed based on our transcriptome analysis, phenotype anchoring and targeted gene validation. Words in red and blue fonts are direct and indirect upstream processes induced by mercury, respectively. Black words are downstream processes that are induced or suppressed by either direct or indirect effects of mercury. Please see text for detail description of the indicated mechanism.

Depletion of thiol-containing antioxidants will cause direct (red fonts in Figure 7) and indirect (blue fonts in Figure 7) oxidative stress-mediated liver injury. Direct oxidative stress induces DNA damage, mitochondrial dysfunction such as increased oxidative phosphorylation or electron transport chain activity and reduced activity of fatty acid β-oxidation. These will subsequently cause induction of mitochondria-mediated intrinsic apoptotic pathway to release Caspase-8 to trigger apoptosis and cell death leading to liver injury. Depletion of thiol-antioxidants results in the overall intracellular redox balance to shift towards increased oxidative stress, especially in the mitochondria where active oxidative phosphorylation occurs. This is evident from the transcriptome analysis indicating the deregulation of electron transport chain and mitochondrial fatty acid beta-oxidation in at least 3 time-points (8 h, 24 h and 48 h; Table 1), suggesting mitochondrial dysfunction occurring as early as 8 h of mercury exposure. Moreover a shift from down-regulation of extrinsic apoptosis at 8 h time-point to up-regulation of mitochondrial-mediated intrinsic apoptosis signaling at 96 h time-point (Table 1) strongly suggests increased mitochondrial dysfunction and intracellular stress [38,39]. 

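Of 8 genes of mitochondrial beta-oxidation, echs1, which hydrates enoyl-CoA, fell at 24 h (-0.85 ± 0.17, adjusted p = 0.00249). cpt1ab, the entry step of long-chain fatty acids, had a positive difference at 24 h (0.62 ± 0.22, adjusted p = 0.0742) and at 48 h (0.46 ± 0.22, adjusted p = 0.191), and acsl3b, which activates fatty acids, stood at -0.52 ± 0.24, adjusted p = 0.193 at 48 h. At 24 h, 0 of 8 members rose and 1 fell (1 and 1 adjusted over the list alone), with a median of -0.24; at 48 h, 0 of 8 members rose and 0 fell (0 and 0 adjusted over the list alone), with a median of -0.38. Camera gave the direction down at both times, without a pass (adjusted p = 0.258 at 24 h and 0.258 at 48 h). The list follows Table 1 and with it these arrays, and with 8 genes it can show only a shared shift.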

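hdr, a death receptor described in blood cells, fell strongly with exposure: -1.78 ± 0.29, adjusted p = 0.000535 at 24 h, -2.16 ± 0.29, adjusted p = 0.0001 at 48 h and -2.88 ± 0.29, adjusted p = 2.13e-06 at 96 h. casp8, the caspase that death receptors activate, fell at 96 h (-0.74 ± 0.20, adjusted p = 0.0214). The caspase inhibitor xiap of the intrinsic list had fallen by 24 h (-2.40 ± 0.43, adjusted p = 0.00129) and 48 h (-2.70 ± 0.43, adjusted p = 0.000599). Of the extrinsic apoptosis genes at 96 h, 0 of 6 members rose and 2 fell (0 and 2 adjusted over the list alone), with a median of -0.06 and a mean of -0.51; the list did not pass (direction down, adjusted p = 0.174). The change of effect between 8 and 96 h passed for hdr (-2.39 ± 0.41, adjusted p = 0.00553) and xiap (-3.28 ± 0.61, adjusted p = 0.00955), and for neither list (adjusted p = 0.516 for extrinsic and 0.635 for intrinsic apoptosis). Markers of red blood cells were lower at 96 h too, with hbbe1.2, an embryonic-type hemoglobin chain, at -0.94 ± 0.17, adjusted p = 0.000848 and a list median of -0.59 (adjusted p = 0.0061, or adjusted p = 0.0698 with an estimated correlation). The list call was ended by the test of the paper's methods (0.0735) or preranked enrichment (0.148). The casp8 call was lost without control replicate 1 (adjusted p = 0.0521), control replicate 2 (0.0898) or HgCl_2_ replicate 3 (0.148). Both lists come from Table 1 and these arrays.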

Increased apoptosis was confirmed through real-time PCR of up-regulated *dffa *(encoding a substrate of Caspase 3 that triggers DNA fragmentation during apoptosis) as showed in Figure 6 and immunohistochemical-staining of apoptotic DNA fragments in Figure 3. Some of the observed histological phenotypes in the liver parenchyma, such as irregular cell-shape, loose contact with neighboring cells and significantly reduced nucleated-cell count, may be attributed to morphological features of apoptosis [40] as well as to mercury interaction with cytoskeletal proteins [14]. E-cadherin and Keratin-8 staining further revealed the extent of the disrupted cell adhesion and cytoskeletal organization corroborating with the deregulated actin pathway and cell motility process captured by the transcriptome data. Unmitigated oxidative stress would cause cellular damage involving DNA and proteins and lead to tissue injury as well as cell lysis/death, as suggested by the up-regulation of DNA damage signaling, proteasome pathway, several acute phase protein genes (*fga*, *agt*) including complement activation. This further explains the down-regulation of cell cycle indicated in the transcriptome analysis which is necessary for DNA repair and assessment of cellular damage, and if necessary, to induce cell death instead of cell proliferation.

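Genes of DNA damage signaling showed no call at 96 h. pcna, the sliding clamp of DNA replication and repair, stood at 0.60 ± 0.28, adjusted p = 0.17; of 18 members, 10 were positive, 0 passed in limma, and 0 passed adjusted over the list alone. The median was 0.10, with an adjusted p of 0.709 by camera in the direction up. For fga, the fibrinogen alpha chain, and agt, angiotensinogen, which no named probe reads here, the authors' Additional file 4 gives differences of 2.2 and 1.56 at 96 h, and of 1.88 and 1.79 at 24 h; all 4 are the paper's values. The list is named after Table 1, found on these arrays.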

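cdk1, the kinase that drives entry into mitosis, was lower at 96 h (-1.46 ± 0.23, adjusted p = 0.000297), and ccnd1, a cyclin of the G1 phase, was lower at 24 h (-0.57 ± 0.14, adjusted p = 0.0115). Other cell cycle genes rose at 96 h: bub3 of the spindle checkpoint (1.03 ± 0.30, adjusted p = 0.0252), orc4 of the replication origin complex (0.82 ± 0.22, adjusted p = 0.0174) and cul1a, a scaffold of ubiquitin ligases (0.81 ± 0.20, adjusted p = 0.0107). Of the list, 3 of 29 members rose and 3 fell (3 and 4 adjusted over the list alone); the median was -0.07, the mean 0.02 and the direction by camera down, without a pass (adjusted p = 0.735). At 24 h, aspm, which acts at the mitotic spindle, had a large and uneven difference on 1 of its 2 probes (4.39 ± 1.20, adjusted p = 0.0222; adjusted p = 0.225 on the other, with a negative difference), and the egg coat gene zp3a.1, an ovary marker, moved with the first (4.01 ± 1.04, adjusted p = 0.0163). Ovary markers had a median of 1.38 at 48 h (adjusted p = 0.0504) and 1.05 at 96 h (adjusted p = 0.167), and neither passed. At 48 h the ovary list passed with dim probes left out (0.0489), pairing by replicate number (0.0423) or all 12 controls pooled (0.00941), and at 96 h with all 12 controls pooled (0.0299). Calls were lost without control replicate 1 (adjusted p = 0.0533), control replicate 2 (0.0756), control replicate 3 (0.0745) or HgCl_2_ replicate 3 (0.135) for bub3, control replicate 2 (adjusted p = 0.0688) or HgCl_2_ replicate 3 (0.125) for orc4, control replicate 1 (adjusted p = 0.0528) or HgCl_2_ replicate 3 (0.0534) for cul1a, control replicate 1 (adjusted p = 0.0878) or HgCl_2_ replicate 2 (0.0743) for aspm, and control replicate 1 (adjusted p = 0.0583) or control replicate 3 (0.0524) for zp3a.1. The cell cycle list follows a pathway that the paper found on these arrays.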

In addition to direct mercury-induced oxidative cellular injury, our study has also captured indirect mercury-induced oxidative stress-mediated gene expression/regulation (blue fonts in Figure 7). 

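esr1, the estrogen receptor that induces egg yolk genes in the liver, was lower in fish exposed to HgCl_2_ at 24 h (-2.06 ± 0.49, adjusted p = 0.00959), 48 h (-1.83 ± 0.49, adjusted p = 0.025) and 96 h (-1.88 ± 0.49, adjusted p = 0.0147). Its target vtg3, a vitellogenin, was at least 2.6-fold lower (adjusted p = 0.0198) at 24 h, and lower at 48 h (adjusted p = 0.00213) and 96 h (adjusted p = 3.19e-08), with its Cy5 signal saturated on the 3 control arrays of each time. The protease-related gene nots fell at 24 h (-1.85 ± 0.43, adjusted p = 0.00812) and 48 h (-1.97 ± 0.43, adjusted p = 0.00698). nr2f1a, an orphan nuclear receptor, stood at -0.27 ± 0.17, adjusted p = 0.338 at 24 h and -0.43 ± 0.17, adjusted p = 0.121 at 48 h, and its paralog nr2f1b fell at 96 h (-0.91 ± 0.19, adjusted p = 0.0038). rxrab, a retinoid X receptor, rose at 24 h (1.82 ± 0.33, adjusted p = 0.00145) and 48 h (1.86 ± 0.33, adjusted p = 0.00145), and rxrbb, another, fell at 48 h (-0.75 ± 0.15, adjusted p = 0.00306). The largest called change among the receptor genes at 24 and 48 h was a rise, that of nr3c1, the glucocorticoid receptor. Among nuclear receptors, 2 of 42 members rose and 5 fell (3 and 10 adjusted over the list alone) at 24 h (median -0.25, adjusted p = 0.0132, or adjusted p = 0.186 with an estimated correlation), and 2 of 42 members rose and 3 fell (2 and 3 adjusted over the list alone) at 48 h (median -0.21, adjusted p = 0.022, or adjusted p = 0.205 with an estimated correlation). The 3 vitellogenin and oestrogen-responsive genes fell as a list at 24 h (median -1.85, adjusted p = 0.00255, or adjusted p = 0.105 with an estimated correlation), 48 h (-1.97, adjusted p = 0.00063, or adjusted p = 0.0771 with an estimated correlation) and 96 h (-1.88, adjusted p = 0.000509, or adjusted p = 0.076 with an estimated correlation). Settings that ended these calls were, for the receptors, no background correction (0.0627), the test of the paper's methods (0.0511) or all probes of a gene (0.0968) at 24 h and all probes of a gene (0.0509) at 48 h, and, for the vitellogenin list at 96 h, preranked enrichment (0.0667). Ovary markers rose at 24 h against the controls of that time, with zp3, an egg coat gene, at 3.65 ± 0.99, adjusted p = 0.0208 (list median 1.59, adjusted p = 0.0143, or adjusted p = 0.371 with an estimated correlation). With all 12 controls pooled the ovary list did not pass at 24 h (adjusted p = 0.157) but passed at 48 and 96 h, and its mean in the controls was lower at 24 h (-1.28) than at 8 h (-0.74), 48 h (-0.46) and 96 h (-0.10). Without HgCl_2_ replicate 1 (0.123) the receptor call at 48 h was lost, as was the ovary call at 24 h without HgCl_2_ replicate 1 (0.0548). The esr1 call was lost at 24 h without control replicate 3 (adjusted p = 0.053) or HgCl_2_ replicate 3 (0.052), at 48 h without control replicate 1 (adjusted p = 0.0713), control replicate 2 (0.0843), HgCl_2_ replicate 1 (0.0793), HgCl_2_ replicate 2 (0.0584) or HgCl_2_ replicate 3 (0.0508) and at 96 h without control replicate 3 (adjusted p = 0.068), HgCl_2_ replicate 1 (0.068) or HgCl_2_ replicate 3 (0.0546); vtg3 at 24 h without control replicate 1 (adjusted p = 0.0604), control replicate 2 (0.0868), HgCl_2_ replicate 2 (0.054) or HgCl_2_ replicate 3 (0.0773); nots at 48 h without control replicate 2 (adjusted p = 0.0511); and zp3 without control replicate 1 (adjusted p = 0.0664), control replicate 3 (0.0567) or HgCl_2_ replicate 2 (0.0728). At 96 h the receptor list did not pass. No change of the effect on it passed by camera between 24 and 96 h (median change 0.16, adjusted p = 0.627). The receptor list comes from a pathway found on these arrays, and the sex of the pooled fish is unknown.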

Depletion of cellular thiols and intracellular redox balance can alter activity in many transcription regulators and nuclear receptors [41,42] as indicated by the early deregulation nuclear receptor signaling pathway (Table 1) that include genes such as *esr1 *(*estrogen receptor 1*) and *nr2f1l*, further confirming the endocrine-disrupting effect of mercury [43]. Our findings suggest that the liver is a mercury-targeted organ for endocrine disruption. In addition to hormonal receptors, the up-regulation of transcription regulators such as *junb, β-c/ebp*, *δ-c/ebp*, and *keap1 *suggested modulation of protective/defense and survival mechanisms involving genes associated with antioxidant response element (ARE) (*keap1, junb, junc, gstp1, gclm, sqstm1*) and acute phase response (*β-c/ebp*, *δ-c/ebp, cfb, c3, c9, fga, fgb, hpx*) (See Additional file 4). 

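jun, a subunit of the transcription factor AP-1, is read by 2 probes that differ: at 24 h they stood at 1.39 ± 0.38, adjusted p = 0.0221 and 0.55 ± 0.18, adjusted p = 0.0516, and at 48 h at 1.25 ± 0.38, adjusted p = 0.0446 and -0.09 ± 0.18, adjusted p = 0.806. gclm, the modifier subunit of glutamate-cysteine ligase, rose at 48 h (1.93 ± 0.41, adjusted p = 0.00574). Acute phase genes stayed raised: hpxb stood at 4.10 ± 0.71, adjusted p = 0.00125 at 48 h and 4.52 ± 0.71, adjusted p = 0.000334 at 96 h, and c3a.3 at 2.47 ± 0.42, adjusted p = 0.001 and 2.06 ± 0.42, adjusted p = 0.00275. Of the acute phase genes, 7 of 11 members rose and 0 fell (10 and 0 adjusted over the list alone) at 48 h and 7 of 11 members rose and 0 fell (8 and 0 adjusted over the list alone) at 96 h, with medians of 1.39 and 0.83; the list rose at 48 h (adjusted p = 3.08e-06, or adjusted p = 0.0582 with an estimated correlation) and at 96 h (adjusted p = 2.71e-06, or adjusted p = 0.0582 with an estimated correlation). For genes that no named probe reads here, the authors' Additional file 4 gives differences at 96 h of 1.04 for keap1, which holds back the antioxidant regulator Nrf2, 2.36 for sqstm1, an autophagy adaptor, 2.04 for c9 of the terminal complement complex, and 1.14 for fgb, the fibrinogen beta chain; these are the paper's values. The call of the first jun probe was lost at 24 h without control replicate 1 (adjusted p = 0.0654), control replicate 2 (0.0577), control replicate 3 (0.0573), HgCl_2_ replicate 2 (0.0774) or HgCl_2_ replicate 3 (0.116), and at 48 h without control replicate 1 (adjusted p = 0.118), control replicate 2 (0.0741), control replicate 3 (0.11), HgCl_2_ replicate 1 (0.205) or HgCl_2_ replicate 2 (0.111).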

Up-regulated glucocorticoid receptor signaling together with *β-c/ebp *could lead to gluconeogenesis and glycogen synthesis as indicated in the transcriptome analysis and PAS staining of glycogen as shown in Figure 5. Moreover, up-regulation *β-c/ebp *and *δ-c/ebp *showed in Figure 4 together with the disruption of mitochondrial fatty acid beta-oxidation could lead to fat synthesis and accumulation. All these incidents can eventually lead to metabolic disorders that may cause further liver injury.

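cdk1, the mitotic kinase named cdc2 in the paper, fell in the exposed livers at 24 h (-1.24 ± 0.23, adjusted p = 0.0015) and 48 h (-1.22 ± 0.23, adjusted p = 0.00217). sgk1, a kinase induced by serum and glucocorticoids, rose at 24 h (2.61 ± 0.47, adjusted p = 0.00129) and 96 h (1.98 ± 0.47, adjusted p = 0.00821). Of the 2 genes of focal adhesion kinase, ptk2ab fell at 24 h (-0.77 ± 0.16, adjusted p = 0.0031), 48 h (-0.85 ± 0.16, adjusted p = 0.00199) and 96 h (-1.32 ± 0.16, adjusted p = 1.79e-05), and ptk2aa stood at 0.48 ± 0.29, adjusted p = 0.308 at 24 h. mapkapk2a, a kinase of the p38 stress pathway, rose at 96 h (0.92 ± 0.28, adjusted p = 0.0311), and gsk3ab stood at 0.29 ± 0.15, adjusted p = 0.43 at 8 h. The mapkapk2a call was lost without control replicate 1 (adjusted p = 0.065), control replicate 2 (0.116), control replicate 3 (0.0612), HgCl_2_ replicate 2 (0.0573) or HgCl_2_ replicate 3 (0.11).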

Apart from transcription regulators, it was also observed that expression of genes encoding several kinases (*cdc2, gsk3a, mapkapk2, ptk2 *and *sgk*) were also affected suggesting that signal transduction via phosphorylation was altered by mercury-induce oxidative stress. Modulation of kinases involved in MAPK (Mitogen-Activated Protein Kinase) pathways could result in up-regulation of hypoxia signaling [44]. Furthermore, deregulated kinases such as Gsk3 will trigger hypoxia-inducible pathways and intrinsic apoptotic pathway. Gsk3 had been shown to activate intrinsic but not extrinsic apoptotic pathway [45] and deregulate Wnt signaling pathway [46,47] as indicated in the transcriptome analysis. Likewise, Wnt signaling can act as negative regulator for adipogenesis [31,32] as its down-regulation may also contribute to adipogenesis observed in the study.

Finally, it should be pointed out that the analysis is based on the nominal concentration of mercury used in the exposure experiment and does not reflect the amount of mercury bioaccumulated in the tissue. Future studies should include bioaccumulation of mercury in target tissues in order to relate the observed effects to its actual concentration in the tissues. This is important for assessing and comparing the actual degree of mercury exposure in the tissue with its corresponding toxicological responses from different studies.

## Conclusion

Our study revealed *in vivo *mechanistic insights of mercury-induced hepatotoxicity that may imply complications associated with metabolic disorders. To our knowledge, this is the first report of an *in vivo *mechanistic model for mercury-induced toxicity in the liver. Comparative analyses from arsenic-induced hepatotoxicity in zebrafish and human HepG2 cell line treated with HgCl_2 _showed some similar effects with mercury-induced hepatotoxicity in zebrafish. In addition, transcriptome analysis coupled with phenotypic anchoring and targeted gene validation had revealed that mercury can cause liver injury via broad processes associated to oxidative stress and cell death as well as deregulation of kinases such as *Gsk3 *in regulating the activities of *Wnt *signaling pathway, gluconeogenesis and adipogenesis that may eventually lead to syndromes such as mitochondrial dysfunction, endocrine disruption and metabolic disorders. Moreover, targeted gene validation also identified genes whose expressions are sensitive to mercury exposure suggesting their potential use for detecting or diagnosing mercury-induced toxicity. Thus, the understanding of the *in vivo *mechanism of hepatotoxicity using zebrafish could facilitate researches in toxicology and toxicogenomics, in particular *in vivo *heavy metal toxicity. These findings provide strong evidence of the feasibility of using zebrafish to model mercury-induced hepatotoxicity in human for risk assessment of mercury.

## Methods

### The zebrafish

Adult zebrafish (6 months - 1 year old) were obtained from a local fish farm. The fishes were allowed to acclimatize in aquaria for several days before transferred into smaller containers for mercury exposure. For all three types of experiments (i.e. microarray, histology and PCR biomarker validation), zebrafish were exposed to mercury at different concentrations for 96 h at a density of one fish/200 ml at 27 ± 2°C. De-chlorinated water and chemical were renewed daily. All experimental with animals were conducted following the guidelines of Institutional Animal Care and Use Committee (IACUC) and the procedures were approved by IACUC.

### Mercury treatment

HgCl_2 _or mercury (II) chloride [99.5% A.C.S reagent; Sigma, Aldrich] was chosen in consideration of its solubility in water that greatly facilitates daily preparation of chemical stock. Concentrations for treatment were chosen based on pre-LC50 and LC50 results. Concentration used for treatment is from 0.01 - 0.2 mg/L. Prior to obtaining the transcriptomic profiles of zebrafish, the appropriate dosage of HgCl_2 _needed was determined from acute toxicity tests. Survival analyses for zebrafish treated with various concentrations of HgCl_2 _were performed. The survival rate of sub-lethal 200 μg/L of HgCl_2 _was 90% at day 7 was chosen for subsequent microarray and toxicological studies. Treatment for microarray analyses was carried out in 4 days, using one concentration (200 μg/L) of HgCl_2 _with liver RNA sampling at 8, 24, 48, and 96 hours, respectively. Treatment was conducted using triplicate groups of four zebrafishes.

### DNA Microarray Experiments

Total RNAs from triplicates (each replicate consisted of liver pooled from four fishes) at the respective sampling time-points were isolated by Trizol reagent from Gibco-BRL. Reference RNA was obtained by pooling equal amount of total RNA extracted from male and female wildtype fish. Reference RNA was co-hybridized with RNA samples either from treated or control fish on a glass array spotted with 16,416 zebrafish oligo probes (16,244 LEADS clusters and 172 copies of β*-actin *controls) [48]. Both reference and sample RNAs were reverse-transcribed and labeled differently, using fluorescent dyes Cy-3 and Cy-5, respectively. After hybridization at 42°C for 16 hours in hybridization chambers (Gene Machines), the microarray slides were washed in a series of washing solutions (2× SSC with 0.1% SDS; 1× SSC with 0.1% SDS; 0.2× SSC and 0.05× SSC; 30 seconds each), dried by low-speed centrifugation and scanned for fluorescence detection using the GenePix 4000B microarray scanner (Axon Instruments). Further detailed protocols for microarray experiment and data acquisition have been recently published by us [49,50].

### Microarray data processing and transcriptome analysis

The raw microarray data was normalized using Lowess method in the R package http://www.braju.com/R/. The data had been submitted to Gene Expression Omnibus (GEO) with accession number of GSE18861. One-way ANOVA was performed on the normalized data followed by Student's t-test to identified genes whose expressions are significantly altered by HgCl_2_. Gene set enrichment analysis (GSEA) [27] was performed to characterize pathways or processes that are affected by HgCl_2_. Fishes were retreated with HgCl_2 _and quantitative real-time PCR was used to validate genes whose expressions were significantly altered as well as some regulatory genes in relevant pathways affected by HgCl_2_.

### Analysis of Transcriptomics Profile Using Gene Set Enrichment Analysis (GSEA)

Gene Set Enrichment Analyses (GSEA) as described in detail by [27] was used to determine biological pathways perturbed by HgCl_2_. The zebrafish genes were mapped to human homologous genes as previously described [22]. The human homologs of zebrafish genes from the HgCl_2_-induced transcriptome profiles were ranked based on their p-values using Student t-test. The "GSEAPreranked" option of GSEA was used. The ranking metric used was log10 (1/P) where P is the p-value of a gene from microarray data. Up-regulated genes will carry positive values of log10 (1/P) whereas down-regulated genes will carry negative values of log10 (1/P). The genes were then ranked in descending order based on values of log10 (1/P). The ranking procedure was conducted for array at each time point of HgCl_2 _treatment. The ranked list of genes for each time-point treatment will then be compared to 639 pre-defined gene sets or signatures of canonical pathways. These pre-defined gene sets can be downloaded from the GSEA website.

An enrichment score (ES) that reflects the degree to which a pre-defined gene set is overrepresented at the top or bottom rank of the ranked whole transcriptome profile was calculated by walking down the ranked profile. The ES is the maximum deviation from zero encountered in the random walk corresponds to a weighted Kolmogorov-Smirnov-like statistic. The statistical significant (nominal p-value, NP) of the ES was estimated by using an empirical phenotype-based permutation test procedure. The phenotype labels were permuted and the ES of the gene set for the permuted data were recomputed that generate a null distribution for the ES. The empirical, nominal p-value of the observed ES was then calculated relative to this null distribution. The estimated significance level was adjusted with multiple hypothesis testing. The ES for each gene set was first normalized to the size of the set yielding a normalized enrichment score (NES) with the following relation:

NES = actual ES/mean (ESs against all permutations of the dataset)

The number of permutation used was 1000. The proportion of false positive was then controlled by calculating the false discovery rate (FDR) corresponding to each NES.

Pathways with false discovery rate (FDR) < 0.3 or nominal p-value (NP) < 0.1 were considered statistically significant. Positive and negative values of normalized enrichment scores (NES) indicated the activities of pathways that were up- and down-regulated, respectively.

### Biomarker Validation with Real Time Quantitative PCR

The quantitative Real-Time PCR reaction was performed from synthesized FirstStrand cDNA using LightCycler^® ^480 SYBR Green I Master kit according to the manufacturer's protocol (Roche). Six biological replicates were performed for all real-time PCR experiments. Analysis of the transcript levels were performed by using relative quantification between the PCR signal of the target transcript in a treatment group and that of an untreated control group after normalization with the transcript level of beta-actin. The detail information of primers used is given in Additional file 5.

### Histological Sectioning and Sample Preparation

We repeated the treatment of zebrafish with HgCl_2 _for histological analysis. Adult zebrafish were treated with different concentrations (50 μg/L, 200 μg/L) of HgCl_2 _[99.5% A.C.S reagent; Sigma-Aldrich] for 96 hours at a density of 1 fish/200 ml at 27 ± 2°C in a static condition. Control fish were kept in water under similar conditions, and a total of 4 fish were used for each group. Treated solution and water were changed daily. Fish were slit open ventrally from heart to the anus to expose the digestive organs. The whole gut (alimentary tract including the liver) were removed and fixed in Formalin solution 10%, Neutral Buffered (Sigma-Aldrich) for 2-3 days at room temperature. Fixed gut samples were washed several times with 70% ethanol, followed by dehydration in a grade series of ethanol (70% - 100%) before clearing in Histoclear and embedding in paraffin. The paraffin-embedded tissues were sectioned serially at 5 μm thickness. The sections were stained with hematoxylin and eosin (H&E) for qualitative and quantitative histological analysis.

### Periodic acid-Schiff (PAS) staining

PAS staining is mainly used for staining structures containing a high proportion of carbohydrate macromolecules (glycogen, glycoprotein, proteoglycans) typically found in connective t/s, mucus and basal lamina). Staining for glycogen was performed using Alcian Blue PAS stain kit without diastase according to the manufacturer's protocol (BioGenex).

### Oil red O staining

Staining for adipocytes (Lipid and fat globules) was performed using Cryostat Sectioning from fresh frozen liver samples. Staining procedure was performed using Oil Red O stain according to the manufacturer's protocol (Sigma-Aldrich).

### ApopTag staining

DNA fragmentations associated with ultrastructural changes in cellular morphology in apoptosis were detected using ApopTag^®^Plus Fluorescein *In Situ *Apoptosis Detection Kit according to the manufacturer's protocol (Chemicon). The 3'-OH ends of double-stranded or single-stranded DNA were labeled with the digoxigenin-nucleotide and then allowed to bind an anti-digoxigenin antibody (Anti-DIG) that is coujugated to alkaline phosphatase. For The DNA fragmentations localized in apoptotic bodies were detected enzymatically using 5-Bromo-4-chloro-3-indolyl phosphate (BCIP)/Nitroblue tetrazolium (NBT) substrate.

### Histopathological examination

Histopathological analysis was performed to obtain a tissue-level image of HgCl_2 _effects on zebrafish at 96 hours. This also serves to further understand the gene expression profiles resulted from the microarray analyses. Imaging of liver sections was carried out using a compound microscope, Axioskop 2, Zeiss^® ^equipped with an imaging system and were analyzed with a computer-assisted image analyzer program (Axiovision, Zeiss). Liver sections from treated fish were compared with control fish, both quantitatively (i.e. cell size and cell density) and qualitatively (i.e. changes observed in liver tissue) from hematoxylin and eosin-stained section. Density of nucleated cells (no. of nucleated cells/5,100 μm^2^) and the size of nucleus were determined with an image analyzer in both the HgCl_2_-treated group and control group. Three images from each portion (anterior, middle and posterior portions) of liver sections (1,000× magnification) for each liver from four control and four HgCl_2_-treated fish (n = 4 liver samples) were used to determine the density of nucleated cells and to measure the size of the nuclei for each image. A two-tailed *t*-test was performed to analyze the data for statistical significance (*P *< 0.05).

Images of the PAS stained sections (1,000× magnifications) were captured using Axioskop 2 for each liver from four control and four HgCl_2_-treated fishes. Comparison of the glycogen content in control and treated liver samples were performed. Images of the Oil-red O stained sections (1,000× magnifications) were also captured using Axioskop 2. Comparison of the adipocytes (lipid globules) stained with Oil-red O from each image of control and treated liver sections were performed.

## Authors' contributions

Conceived and designed the experiments: SHL CYU CLW ZG. Analyzed the data: CYU SHL ZG. Contributed reagents/materials/analysis tools: CYU SHL MMH CLW SK SM ZG. Wrote the paper: CYU SHL ZG. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Survival curves in response to HgCl_2 _exposure**. General acute toxicity test was conducted to determine the appropriate concentrations of mercuric chloride (HgCl_2_) for DNA microarray experiments using groups of 4 fishes. Survival curves with different labels show percentages of fish survival during the course of 7 days treatment with HgCl_2 _at the concentration of 200 μg/L, 300 μg/L, 400 μg/L and 600 μg/L, respectively. Click here for file

Additional file 2 **Number of deregulated genes (p-value < 0.05) by mercury that mapped to human homologous genes**. Bar graph in jpg format. Click here for file

Additional file 3 **Gene Set Enrichment Analysis (GSEA) of liver transcriptome of arsenic-treated zebrafish**. Biological pathways that are statistically enriched with false discovery rate (FDR) < 0.3 or nominal p-value (NP) < 0.1 are shown. Values of normalized enrichment score (NES) indicate the activities of enriched pathways with positive and negative NES shows up- and down-regulation, respectively. Click here for file

Additional file 4 **List of significant genes from one-way ANOVA with FDR < 0.05**. Values are in log2 scale in relative to levels of reference RNA. Click here for file

Additional file 5 **Detailed description of PCR primers used in this work**. Table in doc format. Click here for file

# Supplementary material for: Mercury-induced hepatotoxicity in zebrafish: in vivo mechanistic insights from transcriptome analysis, phenotype anchoring and targeted gene expression validation
**Source:** BMC Genomics. 2010 Mar 30;11:212. doi: 10.1186/1471-2164-11-212
**Supplement:** Additional file 3 — Gene Set Enrichment Analysis (GSEA) of liver transcriptome of arsenic-treated zebrafish. Biological pathways that are statistically enriched with false discovery rate (FDR) < 0.3 or nominal p-value (NP) < 0.1 are shown. Values of normalized enrichment score (NES) indicate the activities of enriched pathways with positive and negative NES shows up- and down-regulation, respectively.

**Additional File 3**. Gene Set Enrichment Analysis (GSEA) of liver transcriptome of arsenic-treated zebrafish. Biological pathways that are statistically enriched with false discovery rate (FDR) < 0.3 or nominal p-value (NP) < 0.1 are shown. Values of normalized enrichment score (NES) indicate the activities of enriched pathways with positive and negative NES shows up- and down-regulation, respectively.

|  | **Up-regulated** | **NES** | **Down-regulated** | **NES** |
| --- | --- | --- | --- | --- |
| **8 h** | Cell cycle | 1.1628 | Complement activation (classical) | -1.3289 |
|  | Intrinsic apoptotic pathway | 1.2885 | Electron transport chain | -1.9019 |
|  | Proteasome pathway | 1.7097 | Fatty acid metabolism | -2.1169 |
|  |  |  | Mitochondrial fatty acid beta-oxidation | -2.0214 |
|  |  |  | Nuclear receptor signaling pathway | -1.2051 |
|  |  |  | Pyrimidine metabolism | -1.2547 |
|  |  |  | TCA cycle | -1.65 |
| **24 h** | Intrinsic apoptotic pathway | 1.443 | Cell motility | -1.141 |
|  | Proteasome pathway | 2.2261 | Circadian pathway | -1.4389 |
|  | Signaling proteins as substrates of GSK3 | 1.2773 | Complement activation (classical) | -1.3011 |
|  | Tumor necrosis factor pathway | 1.4811 | Fatty acid metabolism | -1.8083 |
|  |  |  | Gluconeogenesis | -1.4192 |
|  |  |  | Mitochondrial fatty acid beta-oxidation | -1.6271 |
|  |  |  | Negative regulators of GSK3 | -1.5134 |
|  |  |  | Non-substrate GSK3 interacting proteins | -1.4196 |
|  |  |  | Nuclear receptor signaling pathway | -1.9371 |
|  |  |  | Wnt signaling pathway | -1.2562 |
| **48 h** | Actin pathway | 1.2025 | Circadian pathway | -1.6223 |
|  | Electron transport chain | 1.1987 | Fatty acid metabolism | -1.7256 |
|  | Intrinsic apoptotic pathway | 1.3182 | Gluconeogenesis | -1.3281 |
|  | Proteasome pathway | 1.9403 | Mitochondrial fatty acid beta-oxidation | -1.8763 |
|  | Tumor necrosis factor pathway | 1.621 | Negative regulators of GSK3 | -1.1197 |
|  |  |  | Nuclear receptor signaling pathway | -1.9372 |
| **96 h** | Cytoskeleton | 1.3374 | Akt pathway | -1.1998 |
|  | DNA damage signaling pathway | 1.1931 | Fatty acid metabolism | -1.7967 |
|  | Electron transport chain | 1.2418 | Gluconeogenesis | -1.561 |
|  | Proteasome pathway | 2.103 | Mitochondrial fatty acid beta-oxidation | -1.8153 |
|  | Tumor necrosis factor pathway | 1.8064 | Negative regulators of GSK3 | -1.1234 |
|  |  |  | Nuclear receptor signaling pathway | -1.2813 |
|  |  |  | Pyrimidine metabolism | -1.5382 |
|  |  |  | Rho pathway | -1.2651 |
|  |  |  | Wnt signaling pathway | -1.11 |

# Supplementary material for: Mercury-induced hepatotoxicity in zebrafish: in vivo mechanistic insights from transcriptome analysis, phenotype anchoring and targeted gene expression validation
**Source:** BMC Genomics. 2010 Mar 30;11:212. doi: 10.1186/1471-2164-11-212
**Supplement:** Additional file 5 — Detailed description of PCR primers used in this work. Table in doc format.

**Additional File 5.**  Detailed description of PCR primers used in this work.

| **Gene Symbol** | **Gene Name** | **Gene ID** | **Product length** | **Annealing Temperature** | **Sense primer** | **Antisense Primer** |
| --- | --- | --- | --- | --- | --- | --- |
| *fga* | Fibrinogen alpha chain | AI883857 | 190-bp | 58ºC | CGGCTTGAGGTTGACATT | CATTCATCGGCNTGCTCT |
|  | Hypothetical LOC559122 | AW018950 | 142-bp | 58ºC | TGGAGTTGCCTTTCATACG | CCCTGTTCAGTGACATTGG |
| *cfa* | Complement factor B | U34662 | 164-bp | 58ºC | GCTTGTGGATGCTGCTTTC | TTTGTAACTGCCTCCGTCG |
|  | Transcribed locus | AI331812 | 117-bp | 58ºC | TCAAAGTAACCAACAAATGTCTAGG | CCTCATGATTTTGTTTTGCGTTAC |
| *agt* | Angiotensinogen | BG727310 | 171-bp | 58ºC | AGCTTGTCTAAACAAACATATCACC | ATCGCAGTTTTGGTGATGAC |
| *P450* | P450 oxidoreductase (Human homologue) | BI864456 | 188-bp | 58ºC | GCAATCGGAAACAACAGC | GTATGAGGGTGGACGACTTC |
|  | Gamma-glutamyl carboxylase | BI881707 | 170-bp | 58ºC | GAACTCAATTTAGGGGGAAAAAC | CCGGTTTGAAACAAGTAAAGG |
| *malt1* | Mucosa associated lymphoid tissue lymphoma translocation gene 1 | AF316598 | 245-bp | 62ºC | GCCTCTGAAACAACCTCAGC | CGCTGAAGGATGAAGAGTCC |
| *ube2n* | Ubiquitin-conjugating enzyme E2N | BI877866 | 257-bp | 57ºC | AAGCACGCAATGATGGAG | TCACCTGGGAAATGGTTC |
| *thy1* | Thy-1 cell surface antigen | BM181792 | 219-bp | 61ºC | CAGTGGGAAAGTGAGGAAGG | CGTGCCAATGTCACCATTAC- |
| *dffa* | DNA fragmentation factor, alpha polypeptide | BM035675 | 245-bp | 62ºC | ACAGAAGTGCTACGGACTGG | ACTCTCTACAAGACTGGGCTG |
| *psme2* | Proteasome activator subunit 2 | AF195051 | 267-bp | 62ºC | CAGAGGACGAGGAGATGGAG | CGACTTTGGTCTTCACAGCA |
| *psmc3* | Proteasome (prosome, macropain) 26S subunit, ATPase, 3 | BI979883 | 205-bp | 59ºC | CAAGTTTACAGGTGTGCTGG | TTTGTGTTGAGGCTGGTATG |
| *cox7c* | Cytochrome c oxidase, subunit VIIc | AW595089 | 222-bp | 60ºC | TTCGCTCCAGTCACTATGC | ATCCACACCAGAAGAAACAGAG |
| *sdha* | Succinate dehydrogenase complex, subunit A, flavoprotein (Fp) | BI878891 | 290-bp | 59ºC | GAGCAAATGTGATGGATGC | TCTGGACGCTGAAGACTGT |
| *atp6v1e1* | ATPase, H+ transporting, lysosomal, V1 subunit E isoform 1 | BG307251 | 229-bp | 63ºC | ACGCACACACACACACACAC | ACACTCTGGAGAGCCGACTG |
| *pyg* | Phosphorylase, glycogen | BM184317 | 241-bp | 58ºC | AGAACTTTCCCGATGCTG | TATGAGCGTCTGCCTGAA |
| *gsk3A* | Glycogen synthase kinase 3 alpha | AB032264 | 247-bp | 61ºC | TGGGAAAGTGACGACAGTAG | GAAGAAGTAGCGTAGCCTGAC |
| *cebpD* | CCAAT/enhancer binding protein (C/EBP), delta | BE017827 | 200bp | 60ºC | TTGGCAGGGTTTTGTTTTTC | TGCAGCAAAAGATGATCGAG |
| *cebpB* | CCAAT/enhancer binding protein (C/EBP), beta | AW019436 | 234bp | 60ºC | CGCACAGTCCACTTTCATGT | GAACGACGGGTTACAGAAGC |
| *apoM* | Apolipoprotein M | BI867505 | 169bp | 60ºC | CTGTATCGCCTCTTCTGTTG | GACAAGCCCTTTCCTGTTC |

How the deposited data were processed for this re-analysis (not part of the article)

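The study measured mRNA in zebrafish liver on glass arrays of spotted oligonucleotides, with 24 arrays in 8 groups: control and HgCl_2_ at 200 μg/L after 8, 24, 48 and 96 h, 3 arrays each, each of 4 pooled livers. The liver RNA carried Cy5 and the common reference Cy3 on every array, so dye effects were not balanced. Group and time come from the sample labels, and dose and pooling from the methods. The intensities are scanner medians of foreground and background for each spot, as deposited, to which per the file headers no normalization or filter had been applied. The log2 values of the authors' value table, as deposited, are log2 ratios of background-subtracted means times 1 constant per array; the authors' methods state lowess normalization, which these values do not carry. The authors tested with ANOVA and t-tests and ranked genes for enrichment of gene sets.

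The intensities were analysed in R 4.3.3 with limma 3.58.1: normexp background correction with an offset of 50, loess per array with the 172 beta-actin control spots at weight 0, and a model of 8 group means with 16 residual degrees of freedom. Of 16512 spots per array, 6088 have 1 gene symbol, 75 several and 10349 none, after an update through gene identifiers. Without the control spots 16340 probes were tested, of which 5916 have 1 symbol, and 5355 genes were tested in lists, each by the probe with the highest mean intensity. Benjamini-Hochberg adjusted p under 0.05 made a call, over all probes of a comparison. The comparisons were HgCl_2_ against control at each time, their average over 4 times, changes of that effect between times, controls over time, and an F test over 8 groups, which called 3043 probes. The average over the 4 times called 2897 probes higher and 2255 lower.

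Gene lists, 31 in number, were written from general knowledge before the deposited data were examined. Additional file 4, which holds values of these arrays, had been read by then, so its values count as seen. Of the distinct genes in these lists, 441 are on the array. The lists hold 970 symbols in all, counting repeats between lists and with 1 pattern for the ribosomal proteins. They were tested with camera at a preset correlation of 0.01, with adjustment over 124 tests, with an estimated correlation beside it, and with fgsea 1.28.0 (10000 permutations of genes) on the ranking the paper describes, without its human homologs, its gene sets or its permuted phenotype labels. The named genes are those the paper names with a probe, the probes with the largest rises and falls at each time, and up to 4 genes of each list, by a rule fixed in advance; values of Additional file 4 had been seen before the rule was written. Python 3.11.15 and matplotlib 3.10.9 drew the figures.

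Where a channel was saturated at 65535 or below background for a whole group, a fold is given as a lower bound: the mean of the brighter group over the floor of the dimmer, in each channel after loess and Aquantile, open to dye bias without balanced swaps. It is printed only where it does not exceed the fold of the fitted ratio to the reference; elsewhere the direction and the adjusted p stand alone. Alternatives tried were no background correction, plain subtraction, median centring, Aquantile, the authors' value table, leaving dim probes out, pairing by replicate number, the 6 arrays of a time alone, the t-test of the methods, pooled controls, array weights, all probes of a gene, and leaving out each array. For lists, the t-test of the methods stands for camera run on its statistics, which the paper did not do. Print-tip loess and a batch block were not run, since the files name no printing block or batch. Leaving out arrays for changes between times and for controls over time was added once the data were in hand. The steps were tested on simulated data: of 50 probes changed at 96 h, 8 were recovered at a log2 change of 0.5, 34 at 1, 43 at 1.5 and 46 at 2, and 10 of 16140 unchanged probes were called. Figures by real-time PCR, mercury content and histology are not analysed here.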

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

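The splits of the arrays were planned, and the 6 other tests given here were chosen after the result was seen.

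The effect of mercury changed between times for 15 probes from 8 to 48 h, 162 from 8 to 96 h and 17 from 24 to 96 h. These comparisons are given because an effect differs between times. Among named genes, it changed from 8 to 96 h for brdt (2.16), cd74b (1.63), cel.2 (-4.02), chst6 (-4.03), cox5ba (1.73), cpb1 (-2.52), hdr (-2.39), lgals1l1 (3.10), mpeg1.1 (2.3), ndufb6 (-0.96), nr2f1b (-1.19), pax9 (-3.51), pfn1 (1.69), prph (2.82), psme1 (2.08), rnf180b (-2.07), rps20 (-0.95), senp1 (2.78), slc22a23 (-3.82), tmem266 (-3.48), vtg3 (-5.49) and xiap (-3.28). Some of these values rest on a limit of the signal: vtg3 is saturated on the control arrays, lgals1l1 is not above background on the control arrays at 96 h, and brdt is not above background on the exposed arrays at 8 h. It changed from 24 to 96 h for cd74b (2.04), chst6 (-2.54), lcp1 (1.44), slc22a23 (-2.73), tmem266 (-2.24) and vtg3 (-4.00), and from 8 to 48 h for prph (1.98) and psme1 (2.49). Redrawing time labels within treatments gave as many probes in 1 of 100 draws each (the true labels), with at most 7, 7 and 4 otherwise. For 24 against 8 h, 100 of 100 draws gave at least the 0 found, with 6 at most. The arrays also change set in the reference channel: both treatments from 8 to 96 h, the exposed from 8 to 48 h and the controls from 24 to 96 h. Redrawn labels do not separate a change of set from a change of the effect.

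Some lists that the paper does not treat had a shift at 96 h, given as mean log2 difference: endoplasmic reticulum stress (0.93), ribosomal proteins (-0.46), cholesterol synthesis (1.41), antigen presentation and immunoproteasome (0.76), vitellogenin and oestrogen-responsive genes (-2.84), exocrine pancreas markers (-1.93), intestine markers (-0.65), red blood cell markers (-0.64) and leukocyte markers (0.76). The vitellogenin mean includes the saturated vtg3.

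Splitting the 6 arrays of a time otherwise is possible in 10 ways, too few for a share under 0.05: the true grouping called 159, 1771, 1414 and 2108 probes at 8, 24, 48 and 96 h and was the highest (1 of 10 each), with at most 4, 1, 0 and 0 in another split. For controls, 24 against 8 h called 1 probe (2 of 10 splits as many, highest other 1), 96 against 8 h 35 (1 of 10, highest other 1), and 48 against 8 h 0 (10 of 10), where another split called 56, which points to structure among these samples other than time. For the average over times, 1 of 100 draws gave as many as 5152 (highest other 1), and for the 8 groups 1 of 100 gave 3043 (highest other 235).

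The reference channel differs between sets of arrays. Different reference RNA may be the cause, but it would move log ratios by an equal and opposite amount, and the slope of the log ratio difference on the reference difference at 96 h was 0.0201 (SE 0.00939). It was -0.115 (SE 0.00475) at 8 h, -0.0336 (SE 0.0145) at 24 h and 0.018 (SE 0.0261) at 48 h. Between exposed arrays of 96 and 8 h it was -0.157 (SE 0.00951). The negative slopes leave a small part through the reference open at 8 and 24 h and between those exposed arrays. At 96 h, 554 probes were called both in the reference channel (2231) and in the log ratio (2108). A slope over many probes does not exclude a part through the reference for single probes at any time. A difference as large as that among controls could make the calls, but control 96 h and control 24 h, which lie in different sets, differed for 19 probes although 3166 differ in the reference channel. Another difference between sets cannot be told from mercury, because 0 sets hold both.

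Vitellogenin and oestrogen-responsive genes fell, possibly because mercury pools held fewer females. This test was chosen after the fall was seen. The test, a change of the vtg3 difference from 8 to 96 h (-5.49), is void, since its Cy5 signal is saturated on 2 control arrays at 8 h and 3 at 96 h. The question stays open, and the sex of the fish is not given. An effect on estrogen signaling is likewise possible.

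Markers of other cell types changed. A lower share of hepatocytes may raise all other markers. At 96 h, leukocyte (0.76, SE 0.09) and ovary markers (0.98, SE 0.72) had positive shifts. Pancreas (-1.93, SE 0.21), intestine (-0.65, SE 0.08), red blood cell (-0.64, SE 0.12) and muscle markers (-0.31, SE 0.06) had negative ones. Hepatocyte markers stood at 0.37 (SE 0.16). A lower share alone would not give opposite shifts, but these values cannot exclude it beside other changes. The paper counted fewer liver parenchyma cells in other exposed fish. Less pancreatic tissue could lower its markers alike, yet 1 marker lay 2.76 standard errors from their weighted mean, prss1 at -0.79 against -1.7, which leaves this open.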

How the results depend on the processing

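The tests without single arrays for changes between times and for controls were added once the data were in hand. Signal over background limits dim probes, single arrays limit counts, and the cause was not tested. With plain background subtraction: 8 h 264, effect at 24 h minus 8 h 13, effect at 48 h minus 8 h 31, effect at 96 h minus 24 h 26, electron transport chain at 96 h 0.0809, hypoxia-inducible factor pathway at 96 h 0.036, electron transport chain effect at 48 h minus 8 h (unadjusted p) 0.154, ube2na at 96 h 0.93 (adjusted p = 0.0358). With median centring, no loess: 8 h 256, electron transport chain at 96 h 0.11. With authors' value table: 8 h 557, 48 h 845, effect at 24 h minus 8 h 25, effect at 48 h minus 8 h 122, effect at 96 h minus 8 h 303, effect at 96 h minus 24 h 9, control 24 h minus 8 h 0, control 96 h minus 8 h 10, electron transport chain at 96 h 0.114, electron transport chain effect at 48 h minus 8 h (unadjusted p) 0.259. With only the 6 arrays of the time point: 8 h 0, 24 h 940, 48 h 900, gsk3ab at 24 h 0.55 (adjusted p = 0.105). With methods' t-test: 8 h 1, 24 h 12, 48 h 2, 96 h 706, electron transport chain at 8 h 0.0441. With 12 control arrays pooled: 8 h 830, 8 h unadjusted 3240, 48 h 2472, 96 h 3860, effect at 24 h minus 8 h 5, effect at 48 h minus 8 h 65, effect at 96 h minus 8 h 505, effect at 96 h minus 24 h 97, electron transport chain at 96 h 0.407, hypoxia-inducible factor pathway at 96 h 0.0155, electron transport chain effect at 48 h minus 8 h (unadjusted p) 0.155, electron transport chain effect at 96 h minus 8 h (unadjusted p) 0.0701, electron transport chain effect at 96 h minus 24 h (unadjusted p) 0.246, gsk3ab at 96 h 0.47 (adjusted p = 0.00531), ube2na at 24 h 0.70 (adjusted p = 0.0339), ube2na at 96 h 0.72 (adjusted p = 0.0187). With array weights: 48 h 2122, electron transport chain at 96 h 0.0686, ube2na at 96 h 0.82 (adjusted p = 0.0407). With no background correction: effect at 48 h minus 8 h 24, effect at 96 h minus 24 h 7, control 24 h minus 8 h 2, control 96 h minus 8 h 14, electron transport chain at 8 h 0.0193, electron transport chain at 96 h 0.0845. With estimated correlation: proteasome at 24 h 0.164, complement at 24 h 0.051, proteasome at 48 h 0.186, nuclear receptors at 48 h 0.205, proteasome at 96 h 0.155, electron transport chain at 96 h 0.262, complement at 96 h 0.0582, actin pathway at 96 h 0.0703, gluconeogenesis at 96 h 0.155. With all probes of a gene: nuclear receptors at 48 h 0.0509, hypoxia-inducible factor pathway at 96 h 0.0464. With dim probes left out: electron transport chain at 96 h 0.06. With preranked enrichment: electron transport chain at 96 h 0.139, complement at 96 h 0.199. With methods' t-test, unadjusted p: apom at 24 h 0.64 (unadjusted p = 0.0436), gsk3ab at 96 h 0.39 (unadjusted p = 0.0345). With methods' t-test, Benjamini-Hochberg: gsk3ab at 24 h 0.55 (adjusted p = 0.12), malt2 at 24 h 1.1 (adjusted p = 0.123), malt2 at 96 h 0.79 (adjusted p = 0.0849), psme2 at 24 h 1.12 (adjusted p = 0.175). The authors' value table turned the sign of csnk1a1 at 96 h (-0.21) and pygmb at 8 h (-1.18). Aquantile changes no result and so tests nothing. Without single arrays, lowest to highest: 8 h 20 to 189, 8 h unadjusted 1682 to 2226, 24 h 987 to 2282, 24 h unadjusted 3404 to 4590, 48 h 603 to 1342, 48 h unadjusted 2908 to 3847, 96 h 1073 to 2007, 96 h unadjusted 3528 to 4705, average of the 4 time points 4656 to 5346, effect at 24 h minus 8 h 0 to 61, effect at 48 h minus 8 h 8 to 108, effect at 96 h minus 8 h 75 to 269, effect at 96 h minus 24 h 6 to 27, control 24 h minus 8 h 1 to 34, control 48 h minus 8 h 0 to 10, control 96 h minus 8 h 0 to 38, count of probes that differ among the 8 groups 2444 to 3574, electron transport chain at 8 h 0.0492 to 0.305, mitochondrial fatty acid beta-oxidation at 8 h 0.259 to 0.964, nuclear receptors at 8 h 0.161 to 0.947, extrinsic apoptosis at 8 h 0.0475 to 0.597, proteasome at 24 h 2.81e-06 to 0.0024, mitochondrial fatty acid beta-oxidation at 24 h 0.181 to 0.472, complement at 24 h 0.000358 to 0.00765, proteasome at 48 h 0.000291 to 0.0011, electron transport chain at 48 h 0.255 to 0.869, mitochondrial fatty acid beta-oxidation at 48 h 0.127 to 0.474, nuclear receptors at 48 h 0.0122 to 0.123, proteasome at 96 h 7.67e-07 to 0.00223, electron transport chain at 96 h 0.0195 to 0.149, complement at 96 h 0.00223 to 0.00849, intrinsic apoptosis at 96 h 0.66 to 0.969, DNA damage signalling at 96 h 0.616 to 0.944, actin pathway at 96 h 8.69e-05 to 0.000371, cell motility at 96 h 0.196 to 0.327, fatty acid synthesis at 96 h 0.697 to 0.806, hypoxia-inducible factor pathway at 96 h 0.0329 to 0.157, gluconeogenesis at 96 h 0.000677 to 0.00747, cell cycle at 96 h 0.565 to 0.954, Wnt signalling at 96 h 0.122 to 0.669, electron transport chain effect at 24 h minus 8 h (unadjusted p) 0.167 to 0.944, electron transport chain effect at 48 h minus 8 h (unadjusted p) 0.00608 to 0.123, electron transport chain effect at 96 h minus 8 h (unadjusted p) 0.000112 to 0.0033, electron transport chain effect at 96 h minus 24 h (unadjusted p) 0.000137 to 0.0102, apom at 24 h 0.52 to 0.85, apom at 96 h 1.39 to 1.57, gsk3ab at 24 h 0.49 to 0.63, gsk3ab at 96 h 0.28 to 0.48, malt2 at 24 h 1.00 to 1.29, malt2 at 96 h 0.66 to 0.93, psme2 at 24 h 0.99 to 1.37, psme2 at 96 h 1.13 to 1.36, ube2na at 24 h 0.34 to 0.72, ube2na at 96 h 0.67 to 1.1. Over all results, leaving out an array kept 114 of 162 counts, 735 of 792 lists, 3221 of 3744 named genes.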

Differences from the paper's values

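The tests behind these comparisons were set before the deposited data were examined, but after Additional file 4 had been read. The paper's Additional file 4 holds 2018 entries at an adjusted p under 0.05 over the 8 groups; 3043 probes passed here, and 2634 with one-way ANOVA, 2870 with authors' value table, 2585 with no background correction, 2663 with plain background subtraction and 2992 with dim probes left out, which do not differ by the margin used, one count over 1.5 times the other.

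A difference counts where the gap is over the larger of both errors, each the larger SD of the 2 groups. Some of the alternatives counted below leave the log2 difference of a gene as it was. These are Aquantile, dim probes left out, pairing by replicate number, the arrays of a time alone and the t-test. They could not close a gap and so do not test it. The gene cdk1 at 24 h is -0.72 in the paper (SD 0.27) and -1.24 here (SD 0.37). It is within the errors with no background correction (-0.72), and not with the other 10 alternatives. The gene cdk1 at 48 h is -0.84 in the paper (SD 0.24) and -1.22 here (SD 0.18). It is within the errors with no background correction (-0.84) and 12 control arrays pooled (-0.85), and not with the other 9 alternatives. The gene psme2 at 96 h is 0.98 in the paper (SD 0.21) and 1.24 here (SD 0.24). It is within the errors with no background correction (0.98), median centring, no loess (1.20) and 12 control arrays pooled (1.15), and not with the other 8 alternatives. The gene gclm at 48 h is 1.46 in the paper (SD 0.28) and 1.93 here (SD 0.39). It is within the errors with no background correction (1.44) and array weights (1.85), and not with the other 9 alternatives. The gene gsk3ab at 8 h is 0.13 in the paper (SD 0.13) and 0.29 here (SD 0.15). It is within the errors with no background correction (0.13), and not with the other 10 alternatives. The gene esr1 at 48 h is -1.29 in the paper (SD 0.06) and -1.83 here (SD 0.14). It is within the errors with no background correction (-1.29), and not with the other 10 alternatives. Every gap listed here closed with no background correction, so these gaps depend on the background correction.

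Of 1316 entries of that file that could be read, 467 matched a probe here, with Pearson r of 0.964, 0.979, 0.99 and 0.988 at 8, 24, 48 and 96 h, and the same sign for 442, 460, 463 and 462.

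Against Table 1, 21 of 23 results had the same direction in preranked enrichment and 12 also a nominal p under 0.1, one of the 2 thresholds of which the paper asks either. Genes were permuted over lists written here, where the paper describes permuted phenotype labels and its own sets. By camera 22 had the same direction and 9 an adjusted p under 0.05. With an estimated correlation 0 of them pass (lowest adjusted p = 0.051). The paper gives fatty acid synthesis as up at 96 h, where camera gives down (adjusted p = 0.735). It gives intrinsic apoptosis as up, where camera gives up too (adjusted p = 0.8) and preranked enrichment a score of -0.87. The paper's fall of electron transport at 8 h did not pass by camera (0.119). In preranked enrichment its score was -1.68, with a nominal permutation p = 0.0163. It passes by camera with no background correction (0.0193) and the methods' t-test (0.0441). The paper's rise of the hypoxia pathway at 96 h, with a preranked nominal p of 0.0554, passes by camera with plain background subtraction (0.036), pooled controls (0.0155) and all probes of a gene (0.0464). Extrinsic apoptosis at 8 h is under a nominal 0.1 in preranked enrichment (permutation p = 0.0813) and not under an adjusted p of 0.05 by camera. Passed by neither are beta-oxidation at 8, 24 and 48 h, nuclear receptors at 8 h and electron transport at 48 h. The same holds for DNA damage, motility, cell cycle and Wnt at 96 h. Electron transport has 13 genes here, and the paper counts 15, 15 and 18 leading edge genes at 8, 48 and 96 h. Beta-oxidation has 8, against 10, 10 and 6 at 8, 24 and 48 h. Some genes behind the paper's scores are thus not read here, and a list without a pass does not test its sets.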

Other observations

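The tests of lists and genes in this part were planned. Only the leukocyte shift with its SE comes from a comparison chosen after the result was seen. Values of Additional file 4, from these same arrays, had been seen before the gene lists were written. The list of endoplasmic reticulum stress holds chaperones of that compartment and also stress genes such as chac1. Raised chaperone genes were sdf2l1 (2.14 ± 0.41, adjusted p = 0.00208 at 24 h and 3.07 ± 0.41, adjusted p = 6.26e-05 at 96 h), hyou1, an Hsp70 relative of that compartment (2.73 ± 0.44, adjusted p = 0.000375 at 96 h), and dnajb11 (2.14 ± 0.31, adjusted p = 0.000173 at 96 h). The list rose at 8 h (adjusted p = 0.00138, or adjusted p = 0.212 with an estimated correlation), 24 h (adjusted p = 0.00049, or adjusted p = 0.186 with an estimated correlation), 48 h (adjusted p = 0.0119, or adjusted p = 0.308 with an estimated correlation) and 96 h (adjusted p = 0.000148, or adjusted p = 0.155 with an estimated correlation), where 11 of 19 members rose and 0 fell (11 and 0 adjusted over the list alone) at 96 h. The 48 h call was ended by plain subtraction (0.115) or the authors' value table (0.0912). Of cholesterol synthesis, acat2, which makes acetoacetyl-CoA, rose at 96 h (3.5 ± 0.53, adjusted p = 0.000251), and the list passed upward at 96 h (adjusted p = 0.000389, or adjusted p = 0.186 with an estimated correlation), where 3 of 9 members rose and 0 fell (8 and 0 adjusted over the list alone). b2m, the light chain of class I antigen-presenting molecules, stood at 1.89 ± 0.24, adjusted p = 7.08e-05 at 48 h and 2.25 ± 0.24, adjusted p = 5.22e-06 at 96 h; the list of antigen presentation rose at 24 h (adjusted p = 0.0132, or adjusted p = 0.187 with an estimated correlation), 48 h (adjusted p = 0.000329, or adjusted p = 0.0771 with an estimated correlation) and 96 h (adjusted p = 0.000211, or adjusted p = 0.076 with an estimated correlation). Of its 15 members 6 are proteasome genes, among them psme1, psme2 and psmb8a, so it is not independent of the proteasome list. Leukocyte markers, with cd74b of antigen-presenting cells among them, were higher at 96 h as well (mean log2 difference 0.76, SE 0.09). Whether more leukocytes raised the list of antigen presentation was not tested. At 24 h the antigen presentation call was ended by the test of the paper's methods (0.137) or preranked enrichment (0.0924).

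Of ribosomal protein genes, rps20 (-1.17 ± 0.16, adjusted p = 6.26e-05) and rpl34 (-0.97 ± 0.15, adjusted p = 0.00023) fell at 96 h. The list, which also holds rps19bp1, passed downward at 24 h (adjusted p = 0.0316, or adjusted p = 0.371 with an estimated correlation), 48 h (adjusted p = 0.000211, or adjusted p = 0.164 with an estimated correlation) and 96 h (adjusted p = 3.75e-05, or adjusted p = 0.116 with an estimated correlation), where 0 of 16 members rose and 3 fell (0 and 5 adjusted over the list alone) at 24 h, 0 of 16 members rose and 5 fell (0 and 7 adjusted over the list alone) at 48 h and 0 of 16 members rose and 6 fell (0 and 8 adjusted over the list alone) at 96 h. Its 24 h call was ended by pairing by replicate number (0.0609), the 6 arrays of that time alone (0.0606) or the test of the paper's methods (0.0838). The heat shock list, which also holds mitochondrial chaperones such as hspd1 and serpinh1b of the endoplasmic reticulum, passed upward at 24 h (adjusted p = 0.0252, or adjusted p = 0.308 with an estimated correlation), where 2 of 22 members rose and 1 fell (2 and 1 adjusted over the list alone), and at 48 h (adjusted p = 0.0316, or adjusted p = 0.327 with an estimated correlation), where 3 of 22 members rose and 1 fell (5 and 1 adjusted over the list alone), with hsp90ab1 at 0.87 ± 0.20, adjusted p = 0.00826 at 24 h (a second probe did not pass, adjusted p = 0.135) and its co-chaperone ahsa1a at -0.97 ± 0.22, adjusted p = 0.00711. These list calls were also lost with median centring (0.0521), the authors' value table (0.114) or all 12 controls pooled (0.103) at 24 h, and with median centring (0.0794), the authors' value table (0.271) or the test of the paper's methods (0.102) at 48 h. cyp1a, the target of the aryl hydrocarbon receptor, is read by 2 probes: one fell at 24 h (-2.22 ± 0.28, adjusted p = 8.58e-05) and 48 h (-1.50 ± 0.28, adjusted p = 0.00223), and the other, with the higher mean intensity, too (adjusted p = 0.00201 and 0.026). Intestine markers fell as a list at 96 h (adjusted p = 0.0376, or adjusted p = 0.229 with an estimated correlation), where 0 of 6 members rose and 3 fell (0 and 3 adjusted over the list alone), with rbp2a at -1.70 ± 0.33, adjusted p = 0.00219. The intestine call was also lost with no background correction (0.0727), plain subtraction (0.144), the authors' value table (0.0654), pairing by replicate number (0.0556), the test of the paper's methods (0.11), all 12 controls pooled (0.0778) or preranked enrichment (0.071). Hepatocyte markers had a median of 0.62 (adjusted p = 0.0863) and skeletal muscle markers of -0.22 (0.0629) at 96 h, where the muscle list passed with the 6 arrays of that time alone (0.0231) or all 12 controls pooled (0.038).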
